# Mod(mdg4) variants repress telomeric retrotransposon *HeT-A* by blocking subtelomeric enhancers

**DOI:** 10.1093/nar/gkac1034

**Published:** 2022-11-14

**Authors:** Chikara Takeuchi, Moe Yokoshi, Shu Kondo, Aoi Shibuya, Kuniaki Saito, Takashi Fukaya, Haruhiko Siomi, Yuka W Iwasaki

## Abstract

Telomeres in *Drosophila* are composed of sequential non-LTR retrotransposons *HeT-A*, *TART* and *TAHRE*. Although they are repressed by the PIWI-piRNA pathway or heterochromatin in the germline, the regulation of these retrotransposons in somatic cells is poorly understood. In this study, we demonstrated that specific splice variants of Mod(mdg4) repress *HeT-A* by blocking subtelomeric enhancers in ovarian somatic cells. Among the variants, we found that the Mod(mdg4)-N variant represses *HeT-A* expression the most efficiently. Subtelomeric sequences bound by Mod(mdg4)-N block enhancer activity within subtelomeric TAS-R repeats. This enhancer-blocking activity is increased by the tandem association of Mod(mdg4)-N to repetitive subtelomeric sequences. In addition, the association of Mod(mdg4)-N couples with the recruitment of RNA polymerase II to the subtelomeres, which reinforces its enhancer-blocking function. Our findings provide novel insights into how telomeric retrotransposons are regulated by the specific variants of insulator proteins associated with subtelomeric sequences.

## INTRODUCTION

Telomeres are specialized structures that protect the ends of chromosomes, and their loss of function can lead to various defects, including the fusion of chromosome ends (1). In mammals, telomere sequences are generally composed of short tandem repeats, such as TTAGGG, which are elongated by telomerase (2). Telomere elongation and terminal protection are controlled by multiple mechanisms. For example, the heterochromatin machinery (3), end-capping proteins (4–9) or telomeric repeating-containing RNA (TERRA) (10) play a critical role in telomeric regulation. Another important regulatory component is the subtelomere, which is a sequence neighboring telomeres. Subtelomeres are vital for telomere regulation, e.g. serving as transcription start sites of non-coding RNA, which are essential for telomere maintenance (10). Subtelomeres can also act as chromatin insulators, i.e. sequences that possess enhancer-blocking activity and act as epigenetic modification boundaries involved in the regulation of gene expression (11). In mammals, CTCF binds to subtelomeres and regulates the transcription of TERRA, which is essential for telomeric protection (12–14). However, it is unknown whether insulator-based telomeric control exists in diverse species.

In contrast with these telomere maintenance mechanisms, some invertebrate species lack telomerase activity, and telomeres are replaced by retrotransposons: *TRAS* and *SART* in *Bombyx mori* (15,16) and *HeT-A*, *TART*, and *TAHRE* in *Drosophila melanogaster* (17–20). Telomeres of *D. melanogaster* lack tandem repeat sequences completely, and it has been proposed that telomere length depends on the transpositions of these retrotransposons (20–22) (Figure 1A). *HeT-A*, *TART* and *TAHRE* have notable features: (i) they exist only at the telomeres, (ii) they line up unidirectionally and (iii) *HeT-A* is the most abundant among these three telomeric retrotransposons. *HeT-A* contains Gag protein but not Pol protein, which includes reverse transcriptase; therefore, *HeT-A* uses Pol from the other telomeric transposons upon its transposition (21,22). These processes are regulated by multiple fast-evolving telomere-capping proteins (23–28). The subtelomere sequences of *D. melanogaster* also have unique features. These subtelomere sequences are composed of TAS-L or TAS-R repeats (29,30) (Figure 1A). Although the TAS-L monomer is composed of a non-coding sequence, TAS-R is highly similar to the Invader4 long terminal repeat (LTR) element (31,32), suggesting an additional relationship between retrotransposons and telomere/subtelomere evolution in this organism.

**Figure 1.**
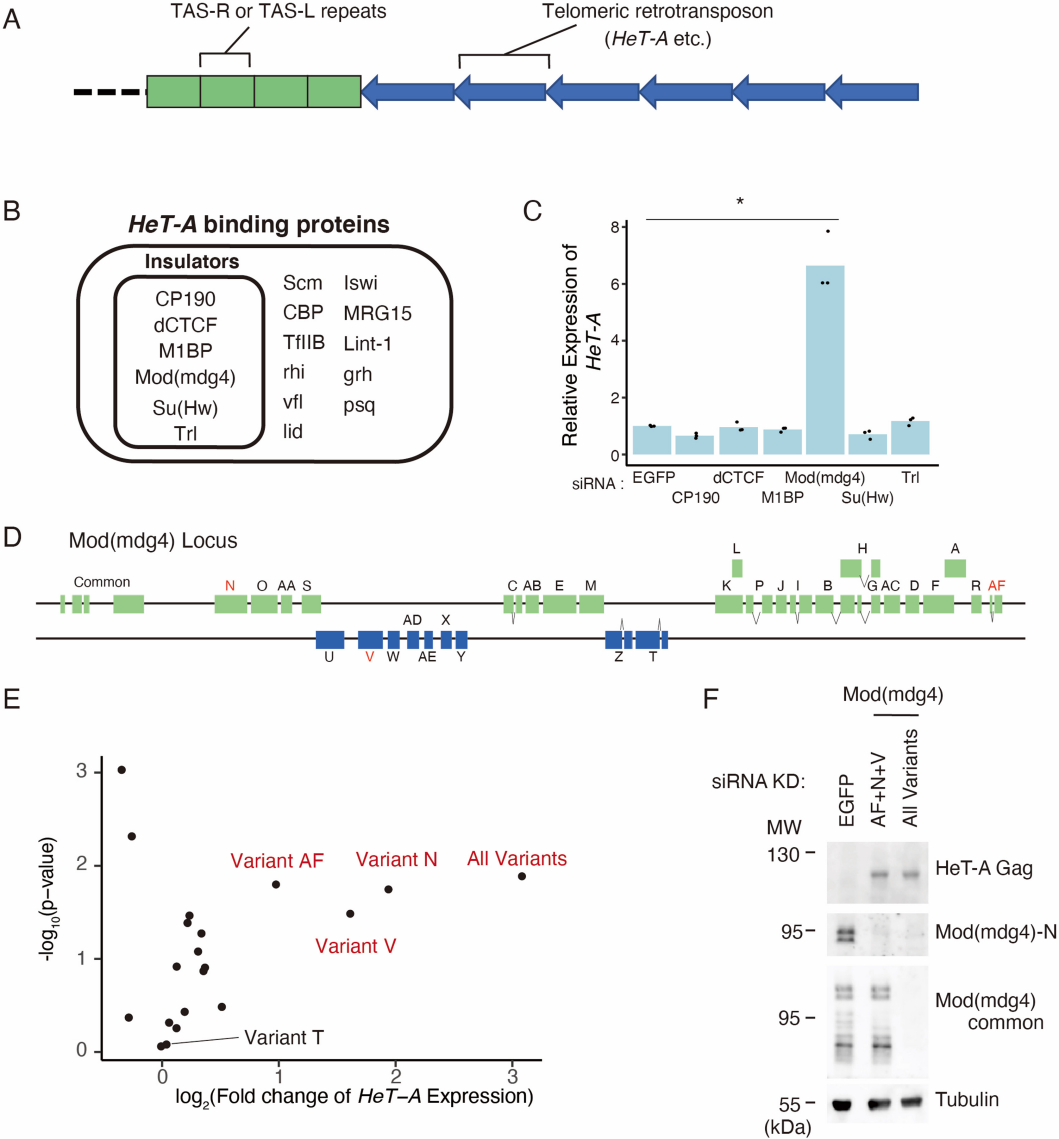
Mod(mdg4) restricts *HeT-A* expression in a variant-specific manner. (**A**) Schematic representation of a typical *D. melanogaster* telomere/subtelomere structure. On the right arms of chromosomes 2 and 3, the subtelomeres contain several TAS-R sequences and on the left arms of chromosomes 2 and 3, the subtelomeres contain several TAS-L sequences. Next to these subtelomeric TAS-R/L repeats, telomeric retrotransposons, such as *HeT-A* are connected unidirectionally. (**B**) Protein list with significant ChIP-seq peaks on *HeT-A* as revealed by the ChIP-Atlas (Oki *et al.*, 2018). Insulator proteins are highlighted by an inner rectangle. (**C**) siRNA knockdown (KD) screening for insulator genes in OSC, followed by qRT-PCR of *HeT-A* transcript expression levels. Values on the y-axis were normalized to *RP49* (*n* = 3). Each dot indicates the value obtained from different experiments. Asterisks indicate *P* < 0.05 in the two-sided *t*-test. (**D**) Schematic diagram of Mod(mdg4) locus. Mod(mdg4) has four common exons and 31 variant-specific exons. The names of the variants are indicated on the exons. Variants of interest are highlighted in red. (**E**) Volcano plot showing *HeT-A* expression level measured by qRT-PCR and the corresponding significance upon KD using siRNA targeting 19 Mod(mdg4) variants and all variants. Three variants (variant N, V, and AF) that upregulate *HeT-A* upon KD are labeled. Each dot represents the KD of the different variants (*n* = 3). The x-axis is the log_2_ ratio, and the y-axis is the log_10_ ratio. (**F**) Western blotting showing protein levels of tubulin (loading control), total Mod(mdg4), Mod(mdg4)-N, and *HeT-A* Gag upon the KD of EGFP (control), Mod(mdg4)-AF + N + V, or all Mod(mdg4) variants. The molecular weight (MW) is indicated on the left side of each image.

These unique features of telomere maintenance by retrotransposons in *D. melanogaster* resemble a symbiosis between the host and retrotransposon (20). However, de-repression of *HeT-A* retrotransposon in germ cells causes severe embryo abnormalities (33,34), and a recent genomic analysis of other *Drosophila* species has suggested that these retrotransposons evolve rapidly and replicate their copy number selfishly rather than symbiotically (21,26,35). Therefore, the host must regulate the telomeric retrotransposon activity. Multiple mechanisms repress telomeric retrotransposons (36). For example, the PIWI-piRNA pathway is a small RNA-mediated RNA-silencing mechanism (37) known to repress transposons, including telomeric retrotransposons in fly germline cells. The dysfunction of this pathway leads to strong *HeT-A* expression (38–41). The heterochromatin machinery also plays a critical role in regulating telomeric retrotransposons. The mutation of heterochromatin protein 1 (HP1; also known as Su(var)205) causes telomere fusion and increases the expression of telomeric retrotransposons (42–45). Additionally, some transcription factors, such as *Woc, Stwl, Hmr* or *Lhr*, and poly-A tail regulation machinery contribute to *HeT-A* repression in the ovaries (33,43–46). Most of these repressive machineries function in a germline-specific manner (47), but the expression of telomeric transposons is also regulated within somatic cells. For example, the expression of *HeT-A* is limited in the proliferating brain cells of larvae in a cell cycle-specific manner (48,49), suggesting that the dynamic expression pattern of *HeT-A* also has functions in somatic cells. However, the regulatory mechanism of telomeric transposons in somatic cells remains to be elucidated.

In this study, we demonstrated that specific splice variants of Mod(mdg4), an insulator protein in *Drosophila*, act as repressors of telomeric *HeT-A* retrotransposons by blocking subtelomeric enhancer activity in ovarian somatic cells (OSCs). Using RNAi knockdown (KD) screening, we demonstrated that the Mod(mdg4) variants N, V and AF (hereafter, Mod(mdg4)-N, V, AF, respectively), which are variants of Mod(mdg4) insulators with unknown functions, are responsible for *HeT-A* repression. Among these variants, Mod(mdg4)-N homozygous mutant flies display *HeT-A* de-repression in the ovary and a female sterility phenotype. Further analysis revealed that each Mod(mdg4) variant has binding specificity, and Mod(mdg4)-N is bound to both subtelomeric and telomeric loci, in addition to genome-wide binding sites. A live-imaging analysis demonstrated strong enhancer-blocking activity of the subtelomeric TAS-R sequences and weak enhancer-blocking activity of Mod(mdg4)-N-binding *HeT-A* sequences. These results indicate that Mod(mdg4)-N represses *HeT-A* expression by blocking subtelomeric enhancers. Further investigation into how Mod(mdg4) blocks the enhancer activities at TAS-R revealed that the important factors for inducing a strong enhancer blocking effect, specifically at the TAS-R regions, are the Pol II association site within TAS-R, capable of recruiting Pol II upon Mod(mdg4)-N association, and the highly repetitive nature of TAS-R sequences. Our findings provide novel insights into how insulator proteins mediate the link between subtelomeres and telomeres.

## MATERIALS AND METHODS

### List of *Het-A* binding proteins

The list of *HeT-A* binding proteins (the names of the ChIP antigens) was collected from the ChIP-Atlas (50,51). Using the dm6 datasets, we downloaded datasets with the following parameters: ‘ChIP: TFs and others’ for Experiment type, ‘All cell type’ for Cell type Class and ‘500’ for the threshold for significance. With this dataset, the peaks that overlapped with full-length *HeT-A* (chr2R:25261552–25268656) were extracted using bedtools (https://github.com/arq5x/bedtools2).

### Cell lines and culture condition

Ovarian somatic cells (OSC) were cultured as described (52,53). Briefly, OSC were cultured in Shield and Sang M3 Insect Medium (Sigma) supplemented with 10% fly extract, 10% fetal bovine serum, 0.6 mg/ml glutathione, and 10 μg/ml insulin. OSC were passed every second day.

### Fly strains

New alleles of mod(mdg4) were generated using the transgenic Cas9 system as previously described (54). The 20-bp sequence of the gRNA targeting the RN variant-specific exon of mod(mdg4) was as follows: GTAGTTGCGGAACACCAGCT. Multiple candidate mutant lines were established from individual male offspring of parents carrying both the nos-Cas9 and U6-gRNA transgenes. PCR was performed on their genomic DNA to amplify a region surrounding the gRNA target and their sequences were determined to search for indel mutations. Two lines, RN1-2 and RN1-4, were found to carry distinct frameshift mutations and were subjected to further functional analysis.

In all live-imaging experiments, *D. melanogaster* embryos at nuclear cycle 14 were analyzed. The following fly lines were used in this study: *nanos> MCP-GFP, His2Av-mRFP/CyO* (55), *DSCP_WT_-MS2-yellow-sna shadow enhancer* (55), *DSCP_WT_-MS2-yellow-gypsy-sna shadow enhancer* (56), *DSCP_WT_-MS2-yellow-HeT-A-sna shadow enhancer* (this study), *DSCP_WT_-MS2-yellow-HETRP-sna shadow enhancer* (this study), *DSCP_WT_-MS2-yellow-HeT-A-sna shadow enhancer*-*HeT-A* (this study), *DSCP_WT_-MS2-yellow-HETRP-sna shadow enhancer-HETRP* (this study).

### Cell transfection

For transfection of small interfering RNA (siRNA), 200 pmol siRNA duplex was transfected using the Cell Line 96‐well Nucleofector Kit SF (Lonza) and program DG150 of the 96‐well Shuttle Device (Lonza). For transfection of expression vectors, expression vectors were transfected using Xfect Transfection Reagent (TaKaRa Clontech), in accordance with the manufacturer's instructions. All siRNA sequences used in this study are listed in Supplementary Table S1.

### Generation of antibodies

The 1469–1901 bp region (for Mod(mdg4)-N antibody) or the 543–1364 bp region (for Mod(mdg4) common region antibody) of Mod(mdg4) variant N mRNA (Flybase: FBtr0084073) and the 3984–4511 bp region of HeT-A 23Zn-1(GenBank: U06920.2) were subcloned into pMAL-c2G and pGEX-5X-1 from OSC or ovary cDNA. These vectors were expressed in Rosseta-gami B(DE3) (Novagen) with 1 mM IPTG at 18°C overnight. MBP-tagged proteins and GST-tagged protein were purified with Amylose Resin (New England Biolabs) and Glutathione Sepharose 4B (Cytiva). These purified proteins were used as antigens, and hybridomas with SP2/O were generated and screened according to standard protocol (57).

### Quantitative reverse-transcription PCR

For OSC, RNA extraction and cDNA preparation were performed with SuperPrep II Cell Lysis & RT kit for qPCR from 1.0 × 10^5^ OSC. For fly ovaries, total RNA extraction was performed with ISOGEN II (Nippon Gene: 311-07361) and cDNA was synthesized with Transcription First Strand cDNA Synthesis Kit (Roche 04379012001). TB Green Premix Ex Taq II (Clontech) was used for quantitative PCR with indicated qPCR primers (Supplementary Table S1).

### Western blot

Samples were lysed to the concentration of 5.0 × 10^5^ OSC/1 ovary per 10 μl 1× Laemmli buffer and heated at 95°C for 5 min. Proteins were separated by SDS–polyacrylamide gel electrophoresis (PAGE) and transferred to a 0.45 μm nitrocellulose membrane (Cytiva). Membrane was washed by PBS and blocked with 3% skim milk in PBS-T, then incubated with primary antibody for 1 h at room temperature. For primary antibody, anti-beta tubulin (DSHB, E7) (1:5000), anti-c-Myc (DSHB, 9E10) (1:1000), anti-Ty1 antibody (Diagenode, C15200054) (1:2000), anti-HeT-A Gag supernatant (this study) (1:1), anti-Mod(mdg4) common region supernatant (this study) (1:4) and anti-Mod(mdg4) variant N supernatant (this study) (1:1) were used with indicated dilutions. After three washes with PBS-T, membrane was incubated with HRP-conjugated secondary antibody (MP Bioscience, 0855558) (1:5000) for 30 min, followed by three PBS-T washes. The membranes were incubated at room temperature for 1 h. The membrane was incubated with ECL Prime Western Blotting Detection Regent (Cytiva) and was exposed to Amersham Hyperfilm ECL (Cytiva). Exposed film was developed by X-ray film developer (KONICAMINOLTA TCX-101).

### Immunofluorescence

Ovaries were fixed with 4% paraformaldehyde for 20 min and washed once by PBS-T (0.2% Tween20 in PBS), followed by blocking by PBS-BT (0.2% Tween20 and 10 mg/ml BSA in PBS). Primary antibodies were diluted with PBS-BT and incubated with samples overnight at 4°C. For primary antibodies, anti-Orb (DSHB, 4H8) (1:200) was used with indicated dilutions. Following three washes with PBS-T, secondary fluorophore-conjugated antibody (ThermoFisher, A32727) was diluted at 1:1000 in PBS-BT and incubated with samples for 2 h at room temperature. The stained samples were washed three times with PBS-T and mounted by DAPI-containing medium. Samples were imaged with FV3000 (Olympus) confocal microscope.

### RNA fluorescence in situ hybridization (FISH)

*HeT-A* RNA fluorescence in situ hybridization (FISH) was performed on the ovaries as described previously (58) and according to the manufacturer's instructions using Quasar-labeled 670 Stellaris oligo probes (Supplemental Table 4). Briefly, the ovaries were subjected to FISH with 4% PFA and dissected into ovarioles. The ovarioles were incubated overnight with 100% methanol for penetration. The methanol was then gradually replaced with PBS-T (0.2% Tween20 in PBS). The ovarioles were fixed again with 4% PFA followed by 1 μg/ml proteinase K for 13 min. The proteinase K was then quenched twice with 2 mg/ml glycine. The ovarioles were washed twice with 1 ml of PBS-T and hybridized with FISH probes for 16 h at 37°C. The ovarioles were washed twice with wash buffer A, PBS and 1 μg/ml DAPI-containing PBS. The samples were imaged using an FV3000 confocal microscope (Olympus).

### Isolation of Ty1-Mod(mdg4) variants stable line OSC

Stable cell lines were established as described previously (59). In short, Mod(mdg4) variants were cloned into pPB-2 × Ty1-Tjen-EGFP-P2A-BlastR. Stable clones were selected by medium containing 50 μg/ml blasticidin.

### Plasmid construction

#### HeT-A/HETRP sequence cloning

*HeT-A* or HETRP sequences were cloned from the OSC genome. These sequences were amplified by PCR using specific primers (rep_HeT-A_F/R or rep_HETRP_F/R), and cloned to pBlueScript SK(+) EcoRI/NotI treated fragment by using NEBuilder HiFi DNA Assembly Master Mix (NEB). These plasmids are named pBS-HeT-A or pBS-HETRP respectively. Primer sequences for cloning are shown in Supplementary Table S1, and whole sequences of fragments are shown in Supplementary Table S2.

#### DSCP_WT_-MS2-yellow-HeT-A-sna shadow enhancer

A DNA fragment containing *HeT-A* sequence was amplified from pBS-HeT-A using primers (5′-ACA TGA AGC TTC TTC TCC GTT CTA CCT CAA T-3′) and (5′-ACG GGA AGC TTC ACA GGG TGC CGC AAA AAT TG-3′) and digested with HindIII. The resulting fragment was inserted into the unique HindIII site of pbphi-DSCP-MS2-yellow*-*sna shadow enhancer (55).

#### DSCP_WT_-MS2-yellow-HETRP-sna shadow enhancer

A DNA fragment containing HETRP sequence was amplified from pBS-HETRP using primers (5′-ACG GGA AGC TTG TGT GTC ATC CAT TTC GTT T-3′) and (5′-ACA TGA AGC TTC GAC GCG TAC ACA TAT TTC G -3′) and digested with HindIII. The resulting fragment was inserted into the unique HindIII site of pbphi-DSCP-MS2-yellow*-*sna shadow enhancer (55).

#### *DSCP_WT_-MS2-yellow-HeT-A-sna shadow enhancer*-*HeT-A*

A DNA fragment containing *HeT-A* sequence was amplified from pBS-HeT-A using primers (5′-ACA TGG CTA GCC TTC TCC GTT CTA CCT CAA TAT ATC-3′) and (5′- TTA AAG CTA GCC ACA GGG TGC CGC AAA AAT TG-3′) and digested with NheI. The resulting fragment was inserted into the unique NheI site of *DSCP_WT_-MS2-yellow-HeT-A-sna shadow enhancer*.

#### DSCP_WT_-MS2-yellow-HETRP-sna shadow enhancer-HETRP

A DNA fragment containing *HeT-A* sequence was amplified from pBS-HETRP using primers (5′-ACA TGG CTA GCG TGT GTC ATC CAT TTC GTT TAT TC-3′) and (5′- TTA AAG CTA GCC GAC GCG TAC ACA TAT TTC GC -3′) and digested with NheI. The resulting fragment was inserted into the unique NheI site of *DSCP_WT_-MS2-yellow-HETRP-sna shadow enhancer*.

### Site-specific transgenesis by phiC31 system

All reporter plasmids were integrated into a unique landing site on the third chromosome using the VK00033 strain (60). PhiC31 was maternally provided using the *vas-phiC31* strain (61). Microinjection was performed as previously described (62). In brief, 0–1 h embryos were collected and dechorionated with bleach. Aligned embryos were dried with silica gel for ∼7 min and covered with FL-100-1000CS silicone oil (Shin-Etsu Silicone). Subsequently, microinjection was performed using FemtoJet (Eppendorf) and DM IL LED inverted microscope (Leica) equipped with M-152 Micromanipulator (Narishige). Injection mixture typically contains ∼500 ng/μl plasmid DNA, 5 mM KCl, 0.1 mM phosphate buffer, pH 6.8. The mini-white marker was used for screening.

### MS2 live-imaging

Virgin females of *nanos> MCP-GFP, His2Av-mRFP/CyO* (55) were mated with males carrying the MS2 allele. The resulting embryos were dechorionated and mounted between a polyethylene membrane (Ube Film) and a coverslip (18 mm x 18 mm), and embedded in FL-100-450CS (Shin-Etsu Silicone). Embryos were imaged using LSM900 (Zeiss). Temperature was kept between 23.5 and 24.5°C during imaging. Plan-Apochromat 40×/1.4 N.A. oil immersion objective was used. A stack of 26 images separated by 0.5 μm was acquired at each time point, and the final time resolution was 16.8 sec/frame. Images were captured in 16-bit. Images were typically taken from the end of nuclear cycle 13 to the onset of gastrulation at nuclear cycle 14. During imaging, data acquisition was occasionally stopped for a few seconds to correct z-position, and data were concatenated afterwards. For each cross, three biological replicates were taken. The same laser power and microscope setting were used for each set of experiments. The laser power was measured using X-Cite XR2100 power meter (Lumen Dynamics).

### mRNA-seq

Total RNAs were isolated with the Isogen II reagent (Nippon Gene) according to the manufacturer's protocol. Poly(A)+ RNAs were obtained using Oligo-dT beads. Libraries were prepared with Illumina TruSeq stranded mRNA kit according to the manufacturer's protocol.

### Chromatin immunoprecipitation (ChIP)

ChIP experiments of Ty1-tagged Mod(mdg4) variants were performed using the truChIP Chromatin Shearing Kit according to the manufacturer's instructions with minor modifications. 2 × 10^7^ OSC were fixed with 1% formaldehyde for 10 min and quenched and lysed with buffers from the truChIP Chromatin Shearing Kit. Fixed chromatin was sheared with Bioruptor II (BMbio BR2012A) for 20 cycles of 30 s ON/30 s OFF, high settings. Sheared chromatin was immunoprecipitated by antibody-conjugated Dynabeads protein G for 2 h. Immunoprecipitated chromatin was incubated with Proteinase K and RNase, and de-crosslinked at 65°C overnight.

For ChIP experiments of RNA polymerase II, 2 × 10^7^ OSC were fixed with 1% formaldehyde for 10 min and quenched with final 0.1 M glycine for 5 min. After washing twice with PBS, nuclei were isolated with 1 ml of swelling buffer (25 mM HEPES–KOH (pH 7.5), 1.5 mM MgCl_2_, 10 mM KCl, 0.1% NP-40, 1 mM DTT and 1x Protease Inhibitor). Isolated nuclei were lysed in 400 μl of sonication buffer (50 mM HEPES–KOH (pH 7.4), 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate, 0.1% SDS and 1 × protease inhibitor) and were sheared with Bioruptor II (BMbio BR2012A) for 20 cycles of 30 s ON/30 s OFF, high settings. 3 μg of Pol II antibody were incubated with chromatin overnight (63). The next day, 20 μl of Dynabeads M-280 Sheep anti-Mouse IgG was added to the sample and incubated for 1 h. Beads were washed and treated with Proteinase K and RNase as described (64). DNA was purified with isopropanol precipitation using Pellet Paint NF Co-precipitant (Merck: 70748). Fragments from the ChIP experiment were sheared to ∼200 bases using Covaris S220. These were used for library preparation with the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB) following the manufacturer's protocol.

### Dual luciferase assay

For the plasmid construction, the Nluc-PEST sequence was cloned downstream of the *Tj* enhancer and *Drosophila* synthetic core promoter, and the TAS-R sequences were cloned at both sides of the *Tj* enhancers using standard cloning techniques (Supplemental Table 2).

For the transfection, 200 pmol siRNAs were transfected into 2.0 × 10^6^ OSCs as described above, and the cells were passaged into four wells of a 24-well plate. On the day after the siRNA transfection, 5 ng of each indicated plasmid was transfected into the OSCs using Xfect. After 24 h of plasmid transfection, dual-luciferase assays were performed according to the manufacturer's instructions (Promega). The luciferase activity in each well was measured using Cytation 5 (BioTek) with a 1-s integration time.

### Enhancer blocking reporter assay in OSC

Reporters were constructed from OSC_Reporter_UAS_traffic jam_BoxB_d2eGFP_t2a_Blast (65) and pAc5.1 vector in which Flag-mCherry:P2A:PuroR gene was cloned using the indicated primer to add an additional restriction site (Supplemental Table 1). Wild-type and mutant *HETRP* sequences were inserted into reporter with NruI or SalI restriction enzyme and NEBuilder HiFi DNA assembly (NEB). These reporters were transfected with pHsp70-Myc-PBase plasmid as described (59). Cells were selected with puromycin and fluorescence was measured with SH800Z (Sony). Normalized EGFP intensity is the original EGFP signal intensity divided by mCherry intensity, which allows normalization of the effect of the insertion copy number.

### Fertility assay

7–10 virgin female flies were collected 3–5 days before mating. Virgin female flies were mated with the indicated male and kept at 25°C overnight. The next day, mated flies were transferred onto grape juice plate and kept at 25°C without light. After 3 h, eggs were counted and kept at 25°C again. After 24 h, hatching eggs were counted.

### Image analysis

All the image processing methods and analysis were implemented in MATLAB (R2020a, MathWorks).

### Segmentation of nuclei

For each time point, maximum projection was obtained for all z-sections per image. His2Av-mRFP was used to segment nuclei. 512 × 512 maximum projection images were initially cropped to 300 × 430 to remove nuclei at the edge, and used for subsequent analysis. For nuclei segmentation, His2Av images were first blurred with Gaussian filter to generate smooth images. Pixels expressing intensity higher than 5% of the global maxima in the histogram of His2Av channel were removed. Processed images were converted into binary images using a custom threshold-adaptative segmentation algorithm. Threshold values were determined at each time frame by taking account of (i) histogram distribution of His2Av channel and (ii) the number and the size of resulting connected components. Boundaries of components were then modified to locate MS2 transcription dots inside of nearest nuclei. In brief, pixels with intensity twice larger than mean intensity of MS2 channel were considered as transcription dots, and new binary image was created for each time frame. The Euclidean distances between the centroid of binarized transcription dot and all boundaries of segmented nuclei were calculated. Boundary of the nucleus with the smallest Euclidean distance was modified in order to capture transcription dot within a nucleus. Centroids of connected components in nuclei segmentation channel were used to compute the Voronoi cells of the image. Resulting binary images were manually corrected using Fiji (https://fiji.sc).

### Tracking of nuclei

Nuclei tracking was done by finding the object with minimal movement across the frames of interest. For each nucleus in a given frame, Euclidean distances between the centroids of the nucleus in the current time frame and the nuclei in the previous time frame were determined. Nucleus with the minimum Euclidean distance was considered as a same lineage.

### Recording of MS2 signals

3D raw images with all z-sections of MCP-GFP channel were used to record MS2 fluorescence signals. Using segmented regions from max projected images of His2Av- mRFP channel, fluorescence intensities within each nucleus were extracted. 3D fluorescence values were assigned to the nearest segmented regions of projected images. Signals of MS2 transcription dots were determined by calculating an integral of fluorescence intensities around the brightest pixel within each nucleus using a 2D Gaussian fitting method as described below. (i) The xyz position of transcription site was determined as the brightest pixel in each nucleus. (ii) A 2D Gaussian fitting was performed in a 11 × 11 pixels region with a single z-plane centering the transcription site to estimate a fluorescent dot intensity and a local background. Fitting was performed with the following formula

}{}$$\begin{equation*}I\left( {x,y} \right) = \alpha + {I_0}ex{p^{\left( { - \left( {\frac{{{{\left( {x - {x_0}} \right)}^2}}}{{2\sigma _x^2}} + \frac{{\left( {y - {y_0}} \right)}}{{2\sigma _y^2}}} \right)} \right)}}\end{equation*}$$

where *α* is the local background intensity, *I*_0_ is the amplitude of the peak fluorescence intensity, *x*_0_ and *y*_0_ are the center of the peak, *σ_x_* and *σ_y_* are the spreads of the fluorescent dot. (iii) The intensity of MS2 transcription dot was calculated as }{}$2\pi {\sigma _x}{\sigma _y}{I_0}$ from fitting parameters as an estimated integral value after subtracting the local background (66). Subsequently, minimum MS2 intensities were determined for individual trajectories and subtracted to make the baseline zero.

### Detection of transcriptional bursting

A transcriptional burst was defined as a local change in fluorescence intensity. First, signal trajectories were smoothed by averaging within a window of 5 timeframes. When a nucleus had above-threshold transcription activity, burst was considered to be started. Burst was considered to be ended when the intensity dropped below 55% of the local peak value. When the burst duration was less than 5 timeframes, it was considered as a false-positive derived from detection noise. When the signal trace exhibited continuous decreasing at the beginning of burst detection, it was also not considered as a burst. Location of defined burst was then moved two timeframes afterwards to better capture the center of individual bursting event. The same method and threshold value were used for each set of experiments.

### Description of bursting properties

From each trajectory, number of bursts, amplitude and duration of each burst, and total integrated signal (output) produced by each nucleus were measured. To determine amplitude, the peak value during the burst was measured using trajectories after smoothing by averaging within a window of 5 timeframes. Duration was determined by measuring the length of each burst. Total RNA production was measured by taking the area under the raw trajectory. Amplitude and duration for each nucleus were determined by taking the average of all analyzed bursts in a single nucleus.

### ChIP-seq data analysis—mapping and peak call

Adaptors added by NEBNext Ultra II were cut by cutadapt (67) using the following parameters (cutadapt -j 12 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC-A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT -m 20). For mapping to the genome, subsequent reads were mapped to the dm6 by bowtie2 using the following parameters (bowtie2 -p 16 -N 1). Peak call was performed by MACS using the following parameter: for Mod(mdg4) variants (macs2 callpeak -f BAM -q 1e-15 -g dm) and for PolII (macs2 callpeak -f BAM -g dm –outdir ../peakcall). To note, peak call for Mod(mdg4) was performed with strict cutoff values to rule out ambiguous peaks and we confirmed almost no peak was detected in Ty1-tag ChIP for wildtype OSC dataset. Binding motif was found with MEME-ChIP (68) with standard options. Coverage tracks were visualized by pyGenomeTracks (69) with standard options.

### ChIP-seq data analysis—handling of Pol II ChIP-seq data

Pausing index was calculated as previously described (70). Pol II signal of both promoter region (TSS-250∼TSS + 250) and gene body (TSS + 500∼TES-500) was calculated from a public dataset (71). Genes whose length is shorter than 1500 bp were removed from downstream analysis. To obtain the pausing index for each gene, we divided reads of promoter region by reads of gene body. Cumulative distribution plot was illustrated by Python. For identifying Pol II loss genes, maximum coverage was calculated for each Pol II peak. Fold change of this maximum value was calculated between EGFP KD and Mod(mdg4) variant N KD.

### mRNA-seq data analysis

The mRNA reads were mapped to dm6 by RSEM and STAR using the following parameters (rsem-calculate-expression –paired-end–p 8 –star –star-path ∼/anaconda3/bin –gzipped-read-file). The differentially expressed genes (DEGs) were detected using limma and edgeR. 

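For each of 12 mRNA-seq libraries, the authors deposited RSEM's expected count of read pairs for 17807 genes listed by FlyBase identifier, without normalization for depth or length. RSEM divides a read pair that maps to more than 1 gene between those genes, and 15.7% of the nonzero expected counts were not whole numbers. The counts were rounded to whole numbers. Genes with more than 1 CPM (counts scaled to the library's total) in at least as many libraries as a group holds were tested (3 for ovary and 2 for cultured ovarian somatic cells, OSCs). Library sizes were normalized by edgeR's TMM method, and groups were compared with edgeR's quasi-likelihood F test. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called DEGs, with no threshold on the fold change. The paper's text names the tools but not the filter or the threshold. Libraries were prepared with a stranded kit, and the listed RSEM parameters name no strandedness option, so reads of genes that overlap on opposite strands could have been counted on either gene. Identifiers were paired with symbols and coordinates of Release 6 for 17710 of the genes, and 97 had neither.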

A gene ontology analysis was performed using DAVID (72). All the gene lists were used as the background.

For the transposon mapping, the paired-end reads were mapped with STAR with the-outFilterMultimapNmax 100 option, and first reads were extracted using samtools. Then, only the sense reads were counted with featureCounts with -M –fraction -s 2 options to exclude anti-sense transcripts. The statistical tests were performed with edgeR using the counts per million reads.

### Reanalysis of single-cell RNA-seq data

The data were obtained from Jevitt *et al.* (73). We used Cellranger (version 7.0.0) (74) to map the transcriptome. As a reference, we used the dm6 data with a custom annotation (GTF format) file. The GTF file was downloaded from the ensemble database and modified to distinguish between each Mod(mdg4) transcript. This GTF file was deposited in GitHub. After mapping, each UMI was annotated into cell-type clusters as reported in the original paper (73), and the transcripts were counted within each cluster using the original Python script. The clusters were combined into the following categories: germ cells (1. Germline cluster 1, 2. Germline cluster 2) and early follicle cells (7. The mitotic follicle cells (stg. 1–5), 8. Postmitotic follicle cells (stg. 6–8), 7. Vitellogenic MBFCs (g. 8) 1, 8. Vitellogenic MBFCs (g. 8) 2, 11. Vitellogenic MBFCs (g. 8) 3, 12. Vitellogenic MBFCs (g. 8) 4, 13. Vitellogenic MBFCs (g. 9–10A) 1, 14. Vitellogenic MBFCs (g. 9–10A) 2, 15. Vitellogenic MBFCs (g. 9–10A) 3, 16. The choriogenic MBFCs (g. 10B)), and late follicle cells (17. dorsal appendage-forming follicle cells, 18. The choriogenic MBFCs (g. 12), 19. The choriogenic MBFCs (g. 14) 1, 20. The choriogenic MBFCs (g. 14) and 2), and the RPM was calculated within each category.

## RESULTS

### Mod(mdg4) variants N, V and AF repress *HeT-A* expression independently of heterochromatin formation

*HeT-A*, the most abundant of the telomeric transposons in *Drosophila* (Figure 1A) (35), is repressed by the PIWI–piRNA pathway in *Drosophila* germline cells. This is due to the expression of piRNAs against *HeT-A*, processed from the Rhino-dependent transcription of piRNA precursor transcripts (75); therefore, *HeT-A* is dramatically upregulated in the ovaries of *piwi* mutant flies. In contrast, piRNAs against *HeT-A* are not present in the ovarian follicle cells and the cell line derived from follicle cells, named OSC (52,53), where only Rhino-independent PIWI–piRNA regulation occurs (53). A reanalysis of previously published RNA-seq data revealed that *HeT-A* up-regulation was not observed upon *Piwi* knockdown (KD) in the OSC (Supplementary Figure S1A) (76). The KD of linker histone H1, which is indispensable for heterochromatin maintenance, also did not cause the upregulation of *HeT-A* (Supplementary Figure S1A) (76–78) and the levels of the heterochromatin histone mark H3K9me3 on *HeT-A* were relatively low compared with heterochromatic transposons, including *mdg1*, in the OSC (Supplementary Figure S1B). These results suggested the existence of a piRNA- and heterochromatin-independent *HeT-A* repression mechanism in the OSC. To gain insight into the transcriptional regulation of the retrotransposons at the telomeres, we searched the ChIP-Atlas database, which contains previously published ChIP-seq data sets, for proteins associated with *HeT-A* sequences (50,51). We found that several insulator proteins were potentially associated with the *HeT-A* regions (Figure 1B, Materials and Methods). To test the possibility that *HeT-A* is regulated by these insulator proteins, we performed a KD screen using siRNAs. This revealed that Mod(mdg4) KD led to the de-repression of *HeT-A* retrotransposons in the OSC (Figure 1C).

The *Mod(mdg4)* locus produces as many as 31 variants owing to trans-splicing (Figure 1D) (79). Among the 31 variants, only variants H and T have been reported (80–84). Almost all the variants were expressed in the OSC at various levels (Supplementary Figure S1C). To determine which variants were responsible for the *HeT-A* repression, we performed a KD screen using variant-specific siRNAs. The KD of variants N, V, and AF [Mod(mdg4)-N, V, AF], all of which are variants with unknown functions, resulted in the upregulation of *HeT-A* expression levels (Figure 1E). We further performed western blotting using specific antibodies generated against Mod(mdg4)-N (Supplementary Figure S1D), a common exon of Mod(mdg4) (Supplementary Figure S1E) and HeT-A Gag (Supplementary Figure S1F). This revealed that, consistent with the RNA levels, the *HeT-A* Gag protein became detectable upon the KD of these three variants (N + V + AF) to a level close to that observed upon the KD of all the variants (Figure 1F, S2A–C). These results indicate that Mod(mdg4)-N, V, and AF repress *HeT-A* expression in a piRNA- and heterochromatin-independent manner.

### Mod(mdg4)-N mutant flies show elevated *HeT-A* expression

The Mod(mdg4)-N KD resulted in the greatest degree of de-silencing of *HeT-A* expression among all the tested variants in the OSC (Figure 1E). To investigate whether *HeT-A* upregulation could be observed *in vivo* upon Mod(mdg4)-N loss and the physiological role of this specific variant, we generated two lines of Mod(mdg4)-N mutant flies (*RN1-2* and *RN1-4*) that harbor nucleotide deletions at the variant-specific exon using CRISPR-Cas9 (54) (Supplementary Figure S3A). Both deletions caused a frameshift in the coding sequence of the Mod(mdg4)-N-specific exon, and the Mod(mdg4)-N protein was eliminated completely in the homozygous or trans-heterozygous mutant flies (Figure 2A, S2D–F, S3B). In these homozygous or trans-heterozygous mutant ovaries, we observed increased expression of both *HeT-A* transcripts and *HeT-A* Gag proteins (Figure 2A–B, S3B–C). This result indicates that Mod(mdg4)-N represses *HeT-A* expression *in vivo* as well as in the OSC.

**Figure 2.**
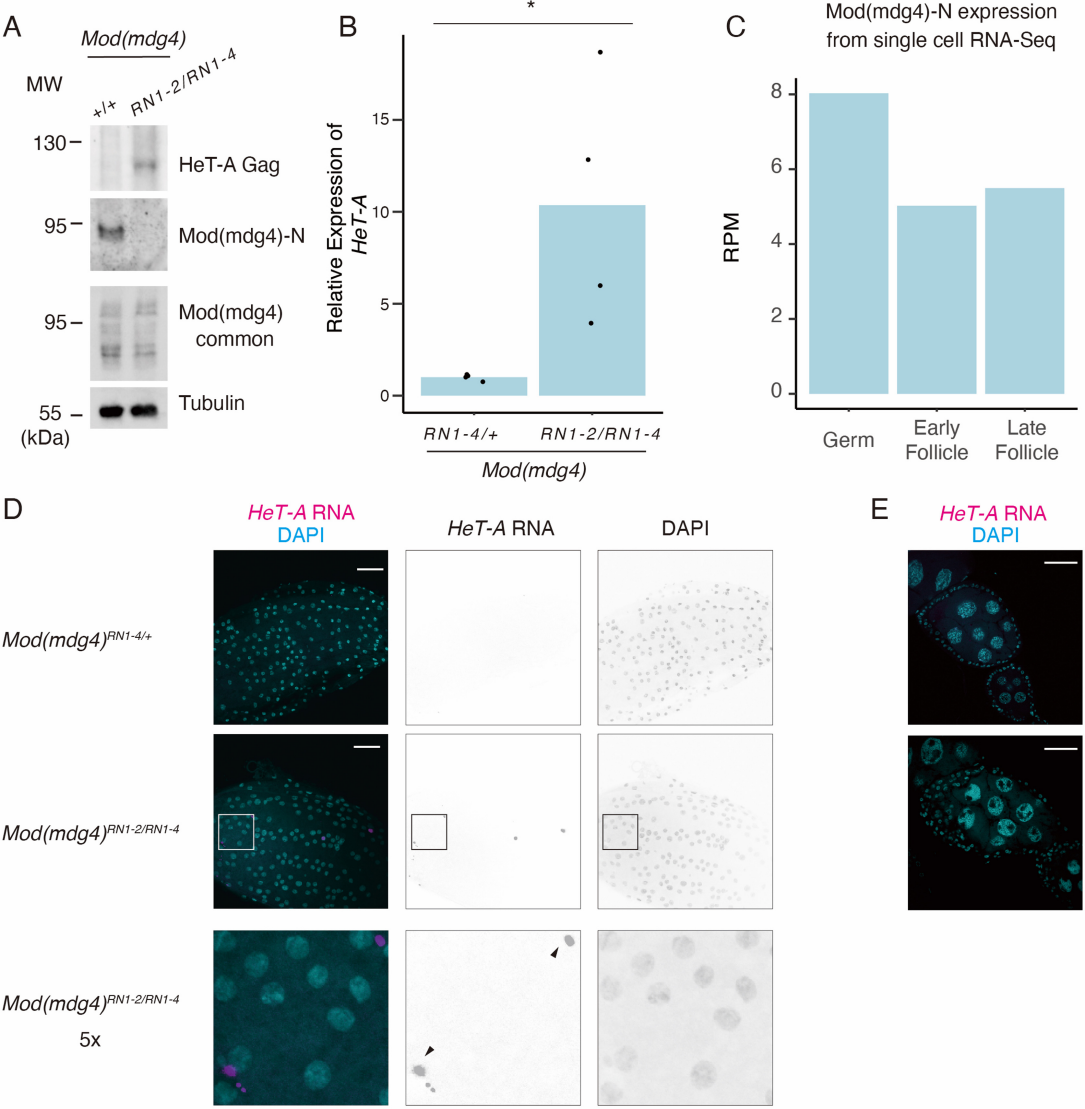
Mod(mdg4)-N plays a critical role in *HeT-A* repression in the follicle cells of the ovaries. (**A**) Western blots showing protein levels of *HeT-A* Gag, Mod(mdg4)-N, total Mod(mdg4), and tubulin (loading control) in ovaries of wild-type (+/+; OregonR) or trans-heterozygous Mod(mdg4)*^RN1-2/RN1-4^* mutants. The molecular weight (MW) is indicated on the left side of each image. (**B**) Bar plot showing *HeT-A* expression as measured by RT-qPCR. Values on the y-axis were normalized to *RP49* (n = 4). Each dot indicates the value obtained from different experiments. Asterisks indicate p < 0.05 in the two-sided *t*-test. (**C**) Bar plot showing Mod(mdg4)-N expression in germ cells, early follicles, and late follicle cells obtained from single-cell RNA-seq data from Jevitt *et al.* (73). The y-axis indicates the RPM for these cell types. (**D**) RNA-FISH images of stage 13–14 egg chambers. Images show DAPI staining (right), *HeT-A* RNA FISH (middle), and merging of the two (left). The bottom images are enlarged images of the Mod(mdg4)-N*^RN1-2/1^^–^^4^* mutants. Black arrows indicate *HeT-A* foci. (**E**) RNA-FISH images of stage 5–7 egg chambers. The egg chambers were stained with DAPI (cyan) and *HeT-A* RNA FISH (magenta).

To understand which cells in the ovary possess this Mod(mdg4)-N-mediated *HeT-A* regulation, we reanalyzed previously published single-cell RNA-seq (scRNA-seq) data from *Drosophila* ovaries (73). We selected cell clusters of three categories as defined in a previous publication: germ cells, early follicle cells, and late follicle cells. We searched for reads mapped specifically to the Mod(mdg4)-N variant. This revealed that Mod(mdg4)-N was expressed in both germ and follicle cells (Figure 2C). Despite the ubiquitous expression of Mod(mdg4)-N in the ovary, RNA-FISH of *HeT-A* transcripts revealed that *HeT-A* was de-repressed specifically in the late-stage follicle cells in the Mod(mdg4)-N mutant ovaries (Figure 2D, E). These results indicate that, although Mod(mdg4)-N is expressed in both germ and somatic cells, it is especially functional for *HeT-A* repression in somatic cells. In the germ cells, the PIWI–piRNA pathway is active; therefore, *HeT-A* is likely to be still silenced without regulation by Mod(mdg4)-N.

Interestingly, the flies that were homozygous for each mutant allele and the trans-heterozygous flies were viable yet exhibited female sterility (Supplementary Figure S3D). Although the mutants of previously described Mod(mdg4) variants (variants T or H) did not show such a female sterility phenotype, this phenotype resembled previously reported hypomorphic mutants in common regions of Mod(mdg4) (85). The expression levels of variants other than Mod(mdg4)-N were not affected in this mutant (Figure 2A, Supplementary Figure S3B), suggesting that Mod(mdg4)-N was responsible for the female sterility phenotype. Macroscopically, the ovaries of the trans-heterozygous mutants were not atrophic (Supplementary Figure S3E), indicating that ovary development was not drastically impaired. Histologically, although the tissue was partly distorted, Orb (oocyte marker)-positive cells were present in the ovarioles of the trans-heterozygous Mod(mdg4)-N mutants (Supplementary Figure S3F). However, we observed eggs in the ovaries of trans-heterozygous Mod(mdg4)-N mutants and follicle cells remaining in the egg chambers (Supplementary Figure S3G), suggesting ovulation defects in the Mod(mdg4)-N mutant flies.

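Poly(A)+ RNA was sequenced from 3 ovary samples of wild-type females and 3 of Mod(mdg4)-N mutant females, and the authors deposited the expected counts per gene. Counted read pairs per library ranged from 16456288 to 20244538, with a median of 16664424 in the wild type and 18848450 in the mutant. A total of 3 counts, taken as the limit of detection, corresponded to between 0.148 and 0.182 CPM per library, a limit that covers counting error only. The filter on low counts left 7934 genes. Of these, 1438 (18.1%) were DEGs, of which 929 were higher in the mutant and 509 were lower. The median absolute log2 fold change was 0.29 over all tested genes and 0.60 over the DEGs. At an unadjusted p under 0.05 there were 3042 genes. For each of the 1438 DEGs, all mutant libraries lay on the same side of all wild-type libraries, which was also the case for 3589 of the 7934 tested genes against a share of 10% given by chance. The fit that treated the replicate number as a block called 2279 genes (1172 higher and 1107 lower in the mutant), of which 1366 were shared with the 1438. Across genes, the deviations of same-numbered wild-type and mutant libraries from their group means had a correlation of 0.265, and those of differently numbered libraries had -0.13. The value of -0.13 follows from the other, because deviations from a group mean sum to 0, so it is no further evidence of pairing. Genes are not independent replicates, and no sequencing batch is given for the samples. Of all settings tried, leaving out wild-type replicate 2 lowered the number of DEGs most, to 158.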

To understand the basis of the ovulation defect in the Mod(mdg4)-N mutant, we performed an RNA-seq analysis of the mutant ovaries and detected 505 upregulated and 911 downregulated genes (Supplementary Figure S3H, Supplemental Table 3). We performed a gene ontology analysis with both upregulated and downregulated genes (72). This revealed that in the Mod(mdg4) mutant, the GO term ‘cytoplasmic translation’ was enriched for the downregulated genes (Supplementary Figure S3I), and a series of cytoplasmic ribosomal proteins were included in the list of downregulated genes (Supplemental Table 3). 

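The largest log2 fold changes among DEGs without overlap between the groups were those of CG17470, CG46312 and Dscam4 upwards and CG5391, Hsc70-2 and CG12592 downwards. CG17470 (FBgn0032869; 2L, 20642306 to 20643244) had no counts in the wild type and 18.7 ± 6.18 CPM (SD, n = 3) in the mutant, at least 107-fold higher (adjusted p = 0.0042). CG46312 (FBgn0284228; X, 15987166 to 15991974), whose exons overlap those of eIF5 on the same strand, rose from 0.0995 ± 0.172 to 69.4 ± 7.52 CPM, a log2 fold change of 9.39 (SE 0.56, adjusted p = 0.00089). Its wild-type value rested on 5 rounded counts in replicate 2. Without that replicate the log2 fold change was 13.3, and the lowest value in the other settings fitted for single genes was 8.78. Dscam4 (FBgn0263219; 3L, 8238647 to 8282398) was at or under the limit of detection in every wild-type library and at 58.2 ± 12.1 CPM in the mutant, at least 333-fold higher (adjusted p = 0.00032). CG5391 (FBgn0038943; 3R, 22333088 to 22334150) changed from 15.4 ± 10.0 to 0.164 ± 0.235 CPM, a log2 fold change of -6.44 (SE 1.17, adjusted p = 0.018). In 4 of the other settings fitted for single genes it was no longer a DEG. Its log2 fold change was between -8.77 and -5.88 in these settings, with -8.77 when mutant replicate 3 was left out. Hsc70-2 (FBgn0001217; 3R, 13044759 to 13047388) changed from 29.1 ± 6.78 to 0.431 ± 0.178 CPM, a log2 fold change of -6.04 (SE 0.37, adjusted p = 0.00091). CG12592 (FBgn0037811; 3R, 10338342 to 10340872) changed from 35.6 ± 1.99 to 0.577 ± 0.232 CPM, a log2 fold change of -5.93 (SE 0.28, adjusted p = 0.00064). The log2 fold changes of these 6 genes kept their direction with RLE size factors, DESeq2, limma-voom, the newer edgeR algorithm and the replicate number as a block, and without each replicate in turn. None of these settings separates loss of Mod(mdg4)-N from a difference in strain, since no shared genetic background is stated for mutant and wild type. In OSCs, mean CPM in EGFP KD and Mod(mdg4)-N KD was 53.0 and 52.2 for Dscam4 and 32.3 and 30.8 for CG12592. It was 40.1 and 32.1 for CG46312 and 1.42 and 1.28 for CG17470, while Hsc70-2 and CG5391 were at or under the limit of detection.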

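The annotation lists 88 genes for cytoplasmic ribosomal proteins by symbol, of which 83 were tested in ovary. Of these 83 genes, 82 had a log2 fold change below 0 in the mutant, with a median of -0.47 and an interquartile range from -0.63 to -0.31. The other 7851 genes had a median of -0.01. DEGs lower in the mutant made up 30 of the 83 genes (36.1%), against 479 of the 7851 other genes (6.10%, Fisher's exact test, two-sided, p = 1.0e-15), and none was a DEG higher in the mutant. With adjustment over the 83 genes alone, 46 were lower and 1 was higher. The genes for mitochondrial ribosomal proteins changed in the opposite direction: 71 of 72 had a log2 fold change above 0, with a median of 0.37, and 32 (44.4%) were DEGs higher in the mutant against 897 (11.4%) of the 7862 other genes (Fisher's exact test, two-sided, p = 2.6e-12). With adjustment over the 72 genes alone, 48 were higher. Camera, limma's test of a set against all other genes, gave a p of 3.1e-16 for the cytoplasmic set and of 5.8e-13 for the mitochondrial set at its default inter-gene correlation of 0.01. The genes of each set moved together between replicates, however, and with the correlation estimated from the residuals the camera p was 0.280 and 0.213. With the replicate number as a block and the correlation estimated from the residuals of that fit, it was 0.240 and 0.307, against 1.1e-21 and 4.3e-12 with the block at a correlation of 0.01. Summarized as 1 value per library, the mean log2 CPM of the cytoplasmic set was 10.4 ± 0.169 (SD, n = 3) in the wild type and 9.95 ± 0.235 in the mutant, lower in every mutant library than in every wild-type library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The mean of the mitochondrial set was 5.33 ± 0.0784 in the wild type and 5.76 ± 0.132 in the mutant, without overlap between the groups. Between same-numbered libraries, the mutant differed from the wild type by -0.42, -0.42 and -0.58 for the cytoplasmic and by 0.58, 0.45 and 0.24 for the mitochondrial set (exact permutation of signs over 3 pairs, two-sided, p = 0.25 for each, the smallest p that 3 pairs allow). Both sets kept their direction with RLE size factors, with edgeR's automatic filter, with the block, without each replicate in turn, and on the scale of log2(TPM + 1).

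**Figure D1:**
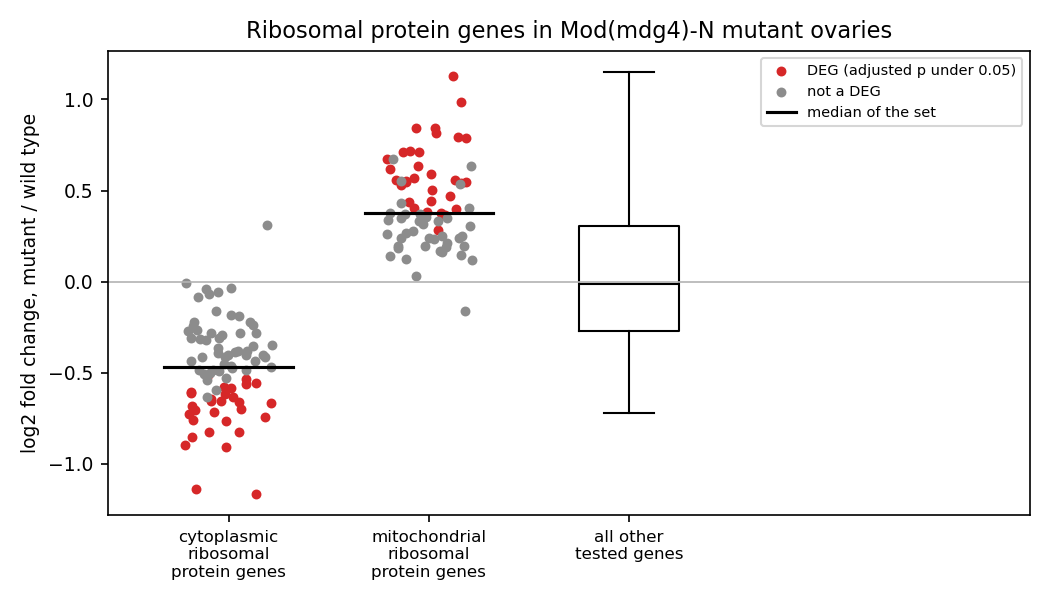
Log2 fold change (mutant over wild type, 3 ovary libraries each) of every tested gene for cytoplasmic and mitochondrial ribosomal proteins. Each point is a gene, red points are DEGs and black lines are medians of the set; the box gives the median and quartiles of all other tested genes and its whiskers run from percentile 5 to 95. The cytoplasmic genes lie below 0 except 1, and the mitochondrial genes lie above 0 except 1.

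**Figure D2:**
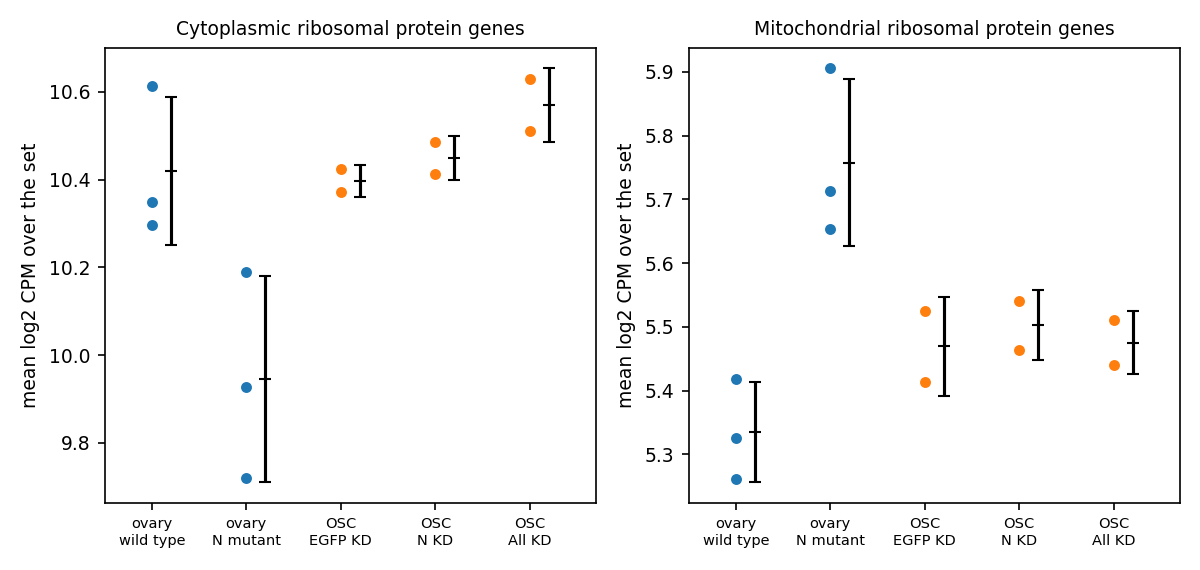
Mean log2 CPM over the genes of each set in each ovary and OSC library. Points are libraries, and the bars beside them give the mean and SD of a group. The cytoplasmic mean of each mutant ovary library lies under that of each wild-type library, while the OSC libraries lie between 10.37 and 10.63; ovary and OSC libraries were normalized separately.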

The loss of ribosomal proteins can cause defects in follicle cells (86,87); therefore, the misregulation of genes encoding ribosomal proteins caused by the loss of Mod(mdg4)-N may induce follicle cell rupture defects. 

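The cytoplasmic ribosomal protein genes with the most negative log2 fold change among DEGs were RpL15 and RpS5b. RpL15 (FBgn0028697; 3L, 27267255 to 27268445), whose transcripts share exon sequence with a snoRNA gene, was at 1649 ± 130.1 CPM (SD, n = 3) in wild-type and 735 ± 96.6 CPM in mutant ovaries, a log2 fold change of -1.17 (SE 0.13, adjusted p = 0.0054). RpS5b (FBgn0038277; 3R, 14900432 to 14901563) was at 1190 ± 166 CPM in wild-type and 541 ± 110 CPM in mutant ovaries, a log2 fold change of -1.14 (SE 0.18, adjusted p = 0.012), and was not a DEG in 2 of the other settings fitted for single genes. From the lower expression of ribosomal protein genes and earlier reports on follicle cells, the paper proposes that their misregulation may induce the defect in follicle rupture. Whole ovaries were sequenced, so a fall in follicle cells cannot be told apart from one in other cells or from a changed mix of cells. In OSCs, mean CPM in EGFP KD and Mod(mdg4)-N KD was 15.1 and 16.2 for RpS5b and 1948 and 1972 for RpL15.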

Whether the misregulation of genes encoding ribosomal proteins is linked to *HeT-A* expression remains unclear. Altogether, these results indicate that Mod(mdg4)-N plays a vital role in *HeT-A* repression *in vivo* and female fertility in the ovary.

### Mod(mdg4)-N associates with telomeric and subtelomeric repeats

To determine how Mod(mdg4)-N represses *HeT-A* expression, we performed a ChIP-seq analysis by generating stable cell lines expressing Ty1-tagged Mod(mdg4) variants (Supplementary Figure S4A). The monoclonal antibody generated for Mod(mdg4)-N was unsuitable for ChIP experiments, so we performed ChIP-seq using the tagged Mod(mdg4) variants. The Ty1-tag was used because it lacks lysine, which is the primary target of formaldehyde, and has been successfully used for ChIP analyses (88). Mod(mdg4)-T, which forms protein complexes with Su(Hw) and CP190 as gypsy insulators and binds to the same location as Su(Hw) (89), was used as a control. To avoid artifacts caused by phantoms or pseudo-peaks (90), wild-type (WT) cells were also used to generate ChIP-seq libraries. Of the 31 Mod(mdg4) variants, 27 have FLYWCH domains in variant-specific regions (91). FLYWCH domains are C2H2-type zinc finger domains conserved in eukaryotes and are necessary for DNA binding or recruitment to chromatin (92,93), suggesting that the genomic binding patterns of the Mod(mdg4) variants may be different (85). Consistent with this view, the Mod(mdg4)-N and -T ChIP-seq peaks in the genome showed variant-specific chromatin localization patterns and did not overlap (Figure 3A–C), and the peaks were associated with genomic regions with different annotations (Figure 3D). Furthermore, a motif analysis using MEME revealed the sequence specificity of each Mod(mdg4) variant (Figure 3E, Supplementary Figure S4B). Consistent with a previous report (89), the Mod(mdg4)-T motif was highly similar to the previously identified Su(Hw) motif (Supplementary Figure S4C) (94), confirming that the results of the Ty1 tag-based ChIP-seq reflect the endogenous distribution of each Mod(mdg4) variant.

**Figure 3.**
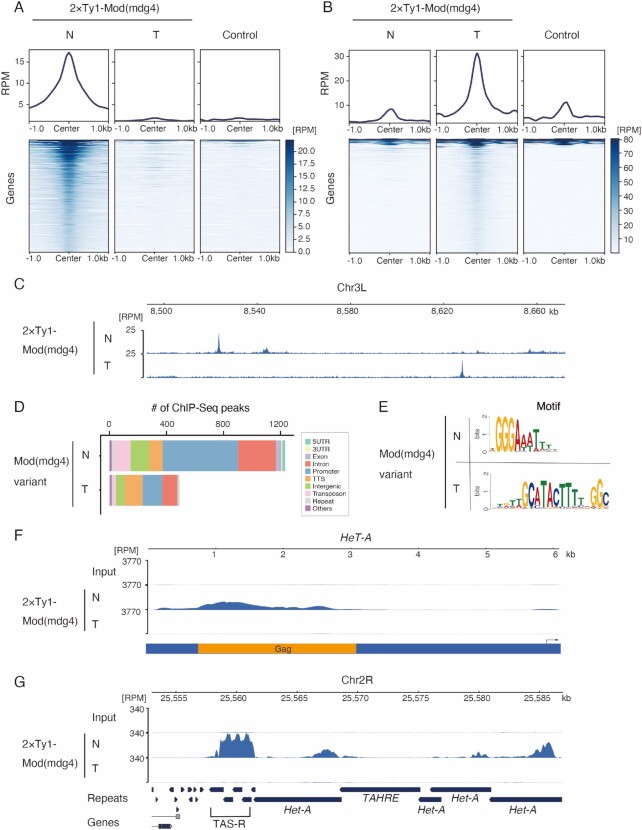
Mod(mdg4)-N associates with telomeric/subtelomeric regions in a variant-specific manner. (**A, B**) Metaplot and heatmap indicating Mod(mdg4)-N, -T, and control (anti-Ty1 ChIP against wild-type OSC) signal level within 1.0 kb of Mod(mdg4)-N (A) or -T (B) peaks. The heatmap is sorted by the intensity of the Mod(mdg4)-N (A) or -T (B) signals. The y-axes of the metaplots are normalized using the RPM. Note that some sites of the Mod(mdg4)-T peaks (B) display high background signals because Mod(mdg4)-T strongly accumulates on gypsy retrotransposons, which have many copies within the genome. (**C**) Distribution of Mod(mdg4) variant. Coverage panel showing ChIP-seq results for 2 × Ty1-tagged Mod(mdg4) variants (N, T) in the dm6 chr3L 8.50 Mb-8.66 Mb region. (**D**) Functional annotation of the peaks of Mod(mdg4)-N and -T identified using HOMER. The y-axis represents the number of peaks for each Mod(mdg4) variant. We used only highly confident (FDR < 1e–15) ChIP-seq peaks for the analysis to avoid ambiguous peaks. (**E**) Sequence logos showing clear enrichment around the ChIP-seq peaks of Mod(mdg4)-N and -T. These motifs were identified via de novo motif discovery analysis using MEME (Multiple Em for Motif Elicitation). (**F**) Coverage panel showing ChIP-seq of Mod(mdg4)-N and -T on the consensus sequence of *HeT-A* from repbase. Coverage of each ChIP-seq experiment is shown with blue. The y-axis is normalized with RPM. Below coverage panel of *HeT-A*, the reading frame of HeT-A Gag protein is shown in orange, and the black arrow indicates the *HeT-A* promoter. (**G**) Coverage panel showing ChIP-seq of Mod(mdg4)-N and -T near the subtelomere (TAS-R)/telomere region in dm6. The coverage of each ChIP-seq experiment is indicated in blue. The y-axis is normalized to RPM.

Next, we investigated how Mod(mdg4)-N is associated with telomere/subtelomere sequences. As expected from the KD screen (Figure 1E), mapping to the consensus sequence of *HeT-A* and reference genome revealed that Mod(mdg4)-N bound to *HeT-A*, whereas Mod(mdg4)-T did not (Figure 3F). Additionally, Mod(mdg4)-N was strongly enriched in the TAS-R repeats (Figure 3G), but not in the TAS-L repeats (Supplementary Figure S4D). Taken together, the accumulation of Mod(mdg4)-N in both the telomeric *HeT-A* and subtelomeric TAS-R repeats suggests that this variant regulates the expression of *HeT-A* by associating at these loci.

### The regulation of expression by Mod(mdg4)-N occurs specifically at *HeT-A*

Mod(mdg4)-N is associated with various genomic loci in OSCs (Figure 3). Therefore, we aimed to determine the extent to which Mod(mdg4)-N affects gene expression. To answer this question, we performed RNA-seq on Mod(mdg4)-N KD cells, which specifically depleted the -N isoform of Mod(mdg4) (Figure 4A). 

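OSCs, a cultured line of ovarian somatic cells, were transfected with 200 pmol siRNA against EGFP as the control, against Mod(mdg4)-N, or against all Mod(mdg4) variants, and poly(A)+ RNA of 2 replicates each was sequenced. Between 13728168 and 18546726 read pairs per library were counted on genes, with a median of 16412394 in EGFP KD and 16501170 in Mod(mdg4)-N KD. The limit of 3 counts corresponded to between 0.162 and 0.219 CPM. The filter on low counts left 8106 genes for the comparison of Mod(mdg4)-N KD with EGFP KD. In counts simulated at these depths with 2 libraries per group, the test called 173 of 193 genes changed 2-fold (89.6%) and all 193 genes changed 4-fold. The simulation changed 200 genes at once and drew counts at the dispersion trend, without a spread of dispersion between genes. Both can make calls easier than in data with few changes, so these shares do not carry over to the real comparison. The gene-level counts do not separate the variants. The annotation lists a precursor gene for variant N, pre-mod(mdg4)-N (FBgn0267652; 3R, 21370918 to 21373575), which was picked after its values were seen. It covers the same interval as pre-mod(mdg4)-AA and pre-mod(mdg4)-O, and its expected counts were 30.6 and 38.1 in EGFP KD and 40.0 and 28.2 in Mod(mdg4)-N KD. Mean CPM in EGFP KD and Mod(mdg4)-N KD was 2.08 and 2.05 for pre-mod(mdg4)-N. It was 3.41 and 2.34 for pre-mod(mdg4)-AA, and 5.44 and 3.82 for pre-mod(mdg4)-O. All these values depend on how RSEM divided reads among the overlapping genes, so they neither show nor exclude a fall of variant N.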

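In the comparison of Mod(mdg4)-N KD with EGFP KD in OSCs, 99.6% of the 8106 tested genes had less than a 2-fold difference. The 7756 protein-coding genes among them gave 99.7%. The lower and upper quartiles of the log2 fold change were -0.07 and 0.07.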

Unexpectedly, the expression of most protein-coding genes remained unchanged (Figure 4B). 

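With 2 libraries per group, 2 of the tested genes, CG9628 and 5-HT2A, had an adjusted p under 0.05 in the comparison of Mod(mdg4)-N KD with EGFP KD, both lower in the knockdown. At an unadjusted p under 0.05 there were 228 genes, of which 136 were higher in the knockdown. The number of DEGs moved most without a filter on low counts, to 26. Deviations of same-numbered EGFP KD and Mod(mdg4)-N KD libraries from their group means had a correlation of 0.192 across genes. With the replicate number as a block, 14 genes were called, 7 in each direction, and CG9628 and 5-HT2A were among them. With all 3 knockdown groups fitted together, no gene was called, and 140 had an unadjusted p under 0.05.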

Only two genes were identified as differentially expressed genes (DEGs), despite the association of Mod(mdg4)-N at numerous gene bodies (331 peaks) and promoters (527 peaks) (Figure 3D). These two genes were *CG9628* and *5-HT2A*, whose biological functions are unrelated to telomere/subtelomere or transposon expression. In addition, when we analyzed the expression levels of transposons in the Mod(mdg4)-N KD cells, we found that the effect was limited to *HeT-A* (Figure 4C). These results show that Mod(mdg4)-N specifically regulates expression of *HeT-A*, despite its genome-wide association. 

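Both genes were lower in each Mod(mdg4)-N KD library than in each EGFP KD library, with 2 libraries per group. CG9628 (FBgn0036433) lies on 3L from 14622796 to 14628174 and overlaps RecQ5 on the opposite strand. Its expression, normalized over the 6 OSC libraries, was 14.3 ± 2.24 CPM (SD, n = 2) in EGFP KD and 1.34 ± 0.0172 CPM in Mod(mdg4)-N KD, a log2 fold change of -3.41 (SE 0.22, adjusted p = 0.0048 from edgeR). In the other settings fitted for single genes its log2 fold change was between -3.56 and -3.24, and it was a DEG in each of them that gave a test. It was not a DEG in the fit of all 3 groups together. 5-HT2A (FBgn0087012) lies on 3R from 4612870 to 4633304, and its expression was 14.7 ± 1.81 CPM in EGFP KD and 2.84 ± 0.813 CPM in Mod(mdg4)-N KD, a log2 fold change of -2.39 (SE 0.22, adjusted p = 0.034 from edgeR). Its log2 fold change was between -2.70 and -2.10 in the other settings fitted for single genes. With limma-voom its adjusted p was 0.069, and it was not a DEG there or in the fit of all 3 groups.

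**Figure D3:**
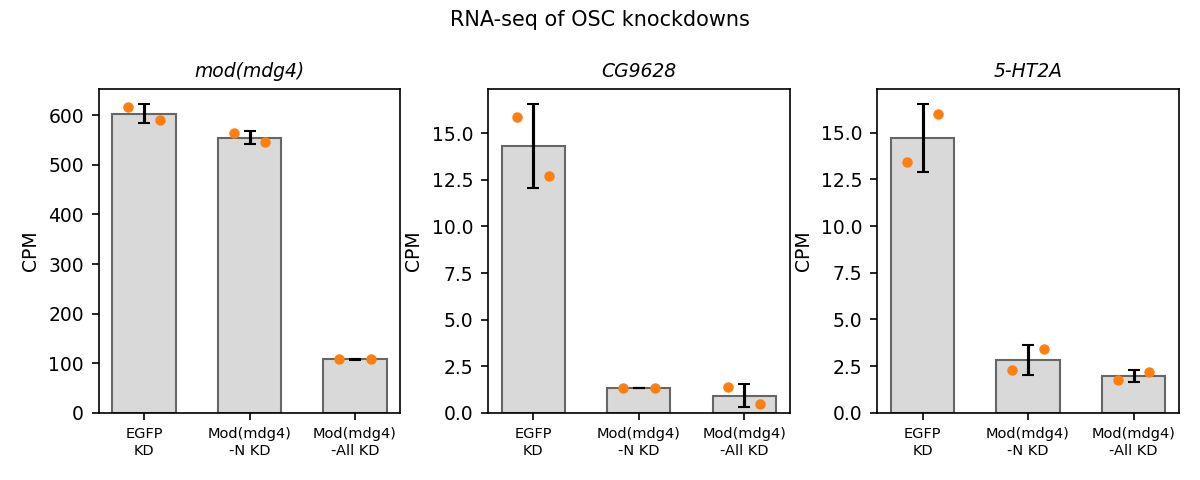
CPM of mod(mdg4), CG9628 and 5-HT2A in the 6 OSC libraries, normalized together. Bars are means of 2 replicates, error bars are SDs and points are libraries. CG9628 and 5-HT2A lie under 4 CPM in the Mod(mdg4)-N KD and Mod(mdg4)-All KD libraries and above 12 CPM in the EGFP KD libraries, while mod(mdg4) is low in the Mod(mdg4)-All KD libraries alone.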

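Of the tested genes, 30 differed by 2-fold or more between Mod(mdg4)-N KD and EGFP KD, 14 higher and 16 lower, and of these 30 the DEGs CG9628 and 5-HT2A had an adjusted p under 0.05 in the fit without a block. With the replicate number as a block, 34 genes differed by 2-fold or more, and 5 of them were called: these 2 and CG13982 (log2 fold change -2.67, adjusted p = 0.0068 from edgeR), asRNA:CR43425 (3.08, adjusted p = 0.016) and Cpr62Bc (1.94, adjusted p = 0.046), which were named after their values were seen. Of the genes that differed by 2-fold or more, 3 were called with DESeq2 (CG13982 again beside the 2), 14 without a filter on low counts and 0 in the fit of all 3 groups. From the small number of DEGs beside the numerous binding sites, and from the transposon counts, which were not analysed here, the paper concludes that Mod(mdg4)-N acts specifically on HeT-A.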

Additionally, these results suggest that Mod(mdg4)-N does not directly regulate the expression of associated genes, but rather regulates expression in a context-specific manner.

**Figure 4.**
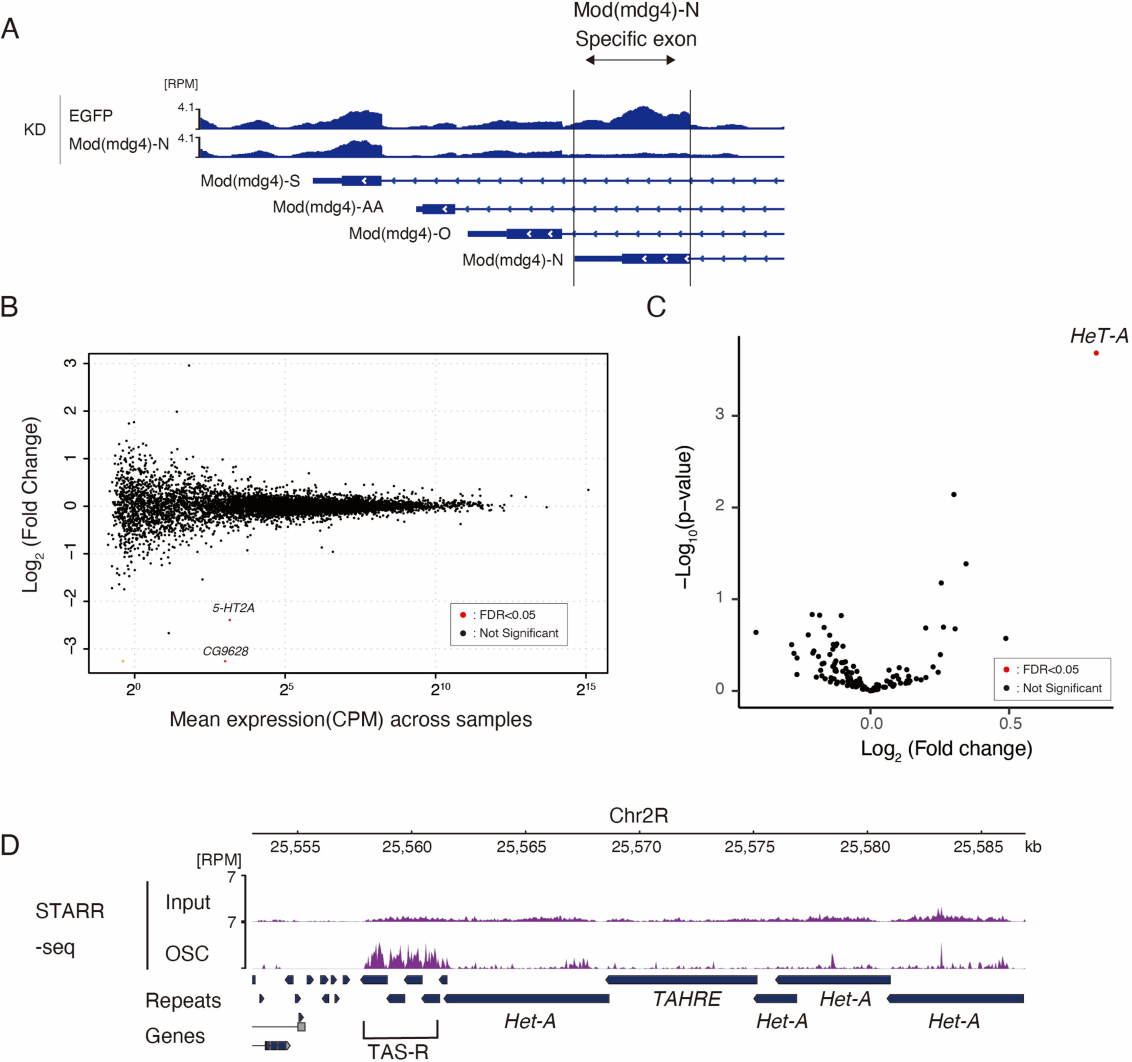
Specific regulation of *HeT-A* expression by Mod(mdg4)-N. (**A**) Coverage tracks of RNA-seq on EGFP KD or Mod(mdg4)-N KD at (mdg4)-locus (dm6 chr3R:21,370,172–21,373,552). The y-axis is normalized to RPM. The Mod(mdg4)-N-specific exon is highlighted with an arrow. Below the coverage, annotations of each Mod(mdg4) variant are indicated. (**B**) MA plot of TPM values (log_10_ scale) for mRNA in the Mod(mdg4)-N KD versus EGFP KD OSC (*n* = 2 for each condition). Differentially expressed genes (DEGs) are denoted by red dots. Note that Mod(mdg4) was not included in the DEGs because only Mod(mdg4) variant N was knocked down. (**C**) Volcano plot showing the differential expression of retrotransposons in Mod(mdg4)-N KD versus EGFP KD OSC. The x-axis is the log_2_ ratio, and the y-axis is the log_10_ ratio. Differentially expressed genes (DEGs) are denoted by red dots. (**D**) Coverage panel showing STARR-seq signal (purple) for OSC and its input near the subtelomere (TAS-R)/telomere region from dm6. The y-axis is normalized to RPM. These data are from the reanalysis of the STARR-seq results of Arnold *et al.* (2013).

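The gene mod(mdg4) (FBgn0002781; 3R, 21350846 to 21377401) holds the exons common to its variants, and the locus of Figure 4A lies within it. Its expression was 603 ± 18.6 CPM (SD, n = 2) in EGFP KD and 555 ± 12.6 CPM in Mod(mdg4)-N KD, a log2 fold change of -0.12 (SE 0.07, adjusted p = 1.00 from edgeR). In the other settings fitted for single genes the log2 fold change was between -0.15 and -0.09 and the lowest adjusted p was 0.837.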

### Subtelomeric TAS-R regions harbor enhancer activity

Since Mod(mdg4)-N cannot directly regulate most of its associated genes, we hypothesized that Mod(mdg4)-N has a specific function at telomeric regions. Previous reports have suggested the enhancer-blocking activity of Mod(mdg4)-T as a component of *gypsy* insulators (82,95). Given the strong binding of Mod(mdg4)-N to the telomeric and subtelomeric repeats, Mod(mdg4)-N may block enhancers located near telomeres, thereby repressing *HeT-A* expression. To search for enhancers near the telomeres, we reanalyzed STARR-seq [self-transcribing active regulatory region (STARR) sequencing] data obtained using OSCs (96). STARR-seq is a method for the genome-wide detection of enhancer activity by inserting randomly fragmented genomic sequences into reporter plasmids. By examining the regulation levels of the reporter gene, the enhancer activity of the randomly inserted fragments can be analyzed. The inserted fragments are deep-sequenced, and the genomic regions with accumulated reads indicate the regions with strong enhancer activity (96). Using this dataset, we analyzed the genomic regions near the telomeres and observed that TAS-R had strong enhancer activity in the OSC, whereas enhancer activity was not observed for *HeT-A* or TAS-L (Figure 4D, Supplementary Figure S5A, B). This result, together with the finding that Mod(mdg4)-N does not bind to TAS-L (Supplementary Figure S4D), indicates that different modes of regulation occur for the *HeT-A* associated with TAS-R and TAS-L. TAS-L does not possess enhancer activity, and therefore, the lack of Mod(mdg4)-N at TAS-L does not result in the de-repression of *HeT-A*. It is plausible that the TAS-R repeats possess enhancer activity because they are derived from the LTR sequences of the *Invader4* retrotransposon (31,32) and because LTR sequences generally have both enhancer and promoter activity (97). With these observations on the Mod(mdg4)-N-binding features and cis-regulatory element landscape, we hypothesized that Mod(mdg4)-N blocks subtelomeric enhancers at TAS-R to suppress *HeT-A* expression.

### Subtelomeric TAS-R repeats possess enhancer-blocking activity

We performed a live-imaging analysis of the enhancer-blocking activities of the Mod(mdg4)-N-binding sequences in *HeT-A* and TAS-R in living embryos, where Mod(mdg4) is highly expressed (85). In this imaging system, the *sna* shadow enhancer causes a transcriptional burst from the *Drosophila* synthetic core promoter (DSCP), a collection of core promoter motifs. The 24xMS2-yellow synthetic gene is transcribed from the DSCP under the control of the *sna* shadow enhancer. The MS2 coat protein (MCP) is a single-stranded RNA phage capsid protein that binds to the MS2 19-nucleotide RNA stem loop with high affinity (98), and the MCP-GFP fusion protein recognizes the MS2 repeats in this synthetic gene (Figure 5A, Supplemental Video 1–2). With this imaging system, the transcriptional dynamics and enhancer function can be precisely visualized (99–101). For the enhancer-blocking assay, we tested Mod(mdg4)-N-binding TAS-R (520 bp) and *HeT-A* (999 bp) sequences (Supplementary Figure S6, Supplemental Table 2). We compared the TAS-R and *HeT-A* sequences with the gypsy insulator sequence, which strongly inhibits enhancer-promoter interactions via the gypsy insulator proteins (101–103). Both *HeT-A* and TAS-R sequences decreased the total output of transcription although the effect of the *HeT-A* sequence was significantly weaker than that of the TAS-R sequence (Figure 5B, C: decreased to 95% and 68% compared with control). With the *HeT-A* sequence insertion, only amplitude per burst slightly decreased (Figure 5D–F). On the other hand, single insertion of TAS-R decreased both amplitude and frequency of the transcriptional burst (Figure 5D–F).

**Figure 5.**
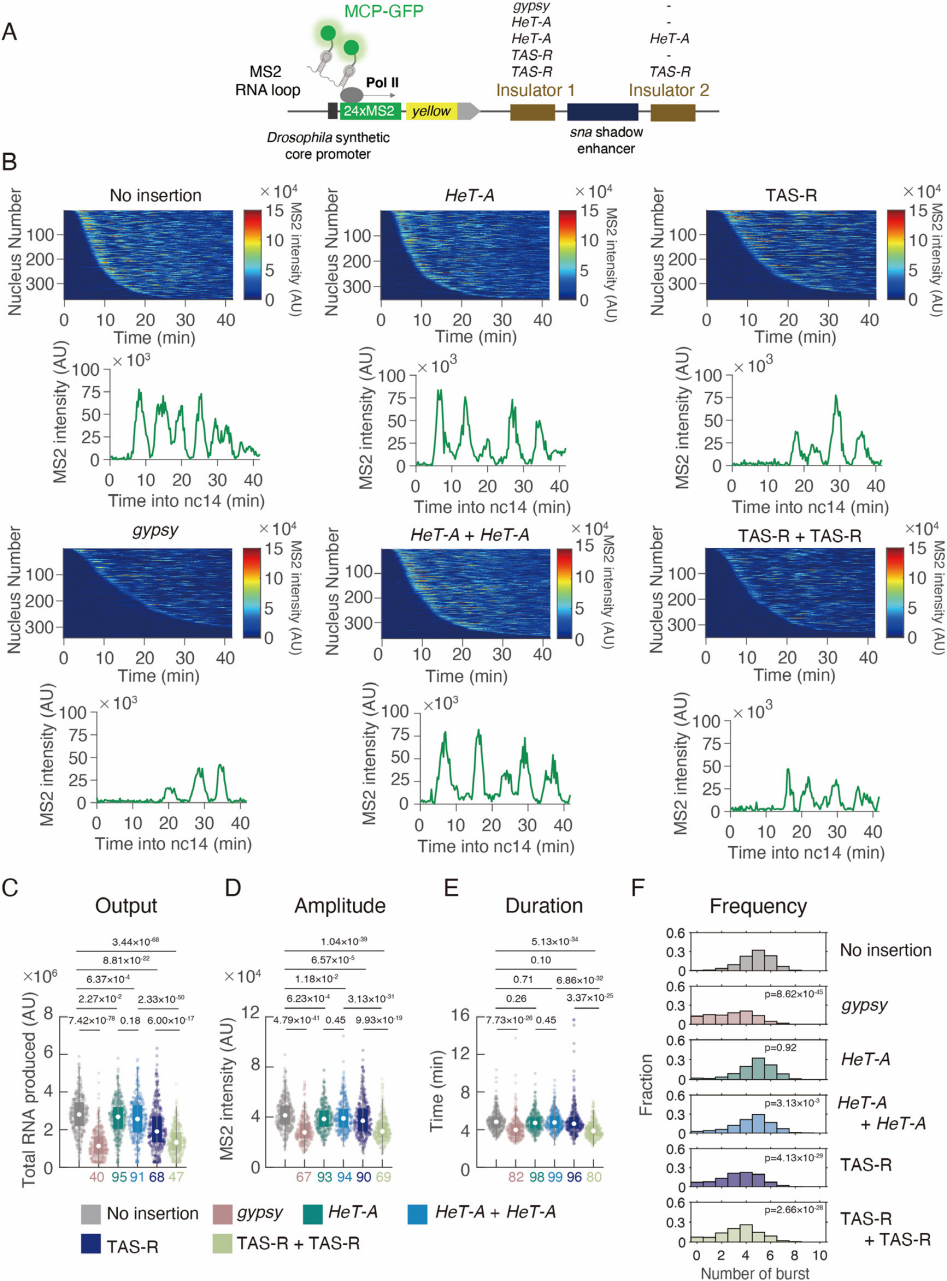
Subtelomeric TAS-R repeats possess enhancer-blocking activity. (**A**) Schematic representation of the yellow reporter gene containing the 155-bp *Drosophila* synthetic core promoter (DSCP), the 1.5-kb *sna* shadow enhancer, and 24 × MS2 RNA stem loops within the 5′ UTR. Insulator candidate sequences were inserted on both sides of the *sna* shadow enhancer. The expression of this reporter gene was visualized using MCP-GFP proteins binding to MS2 RNA stem loops. (**B**) (Upper) MS2 trajectories for all analyzed nuclei. Each row represents the MS2 trajectory for a single nucleus. A total of 365 (no insertion), 340 (gypsy), 352 (*HeT-A*), 365 (*HeT-A* + *HeT-A*), 365 (TAS-R), and 349 (TAS-R + TAS-R) ventral-most nuclei, respectively, were analyzed from three independent embryos for the reporter genes with no insertion of insulators, *gypsy* insulator, single insertion of *HeT-A*, double insertion of *HeT-A* (*HeT-A* + *HeT-A*), single insertion of TAS-R, or double insertion of TAS-R (TAS-R + TAS-R). Nuclei are ordered by their onset of transcription in the nuclear cycle 14. AU; arbitrary unit. (Lower) Representative trajectory of transcriptional activity of the MS2 reporter gene with no insertion of insulators, *gypsy* insulator, single insertion of *HeT-A*, double insertion of *HeT-A* (*HeT-A* + *HeT-A*), single insertion of TAS-R, or double insertion of TAS-R (TAS-R + TAS-R). (**C–E**) Boxplots showing the distribution of the total output (C), burst amplitude (D), and burst duration (E). The box indicates the lower (25%) and upper (75%) quantiles, and the open circle indicates the median. Whiskers extend to the most extreme non-outlier data points. A total of 365 (no insertion), 340 (gypsy), 352 (*HeT-A*), 365 (*HeT-A* + *HeT-A*), 365 (TAS-R), and 349 (TAS-R + TAS-R) ventral-most nuclei, respectively, were analyzed from three independent embryos for reporter genes with no insertion of insulators, *gypsy* insulator, single insertion of *HeT-A*, double insertion of *HeT-A* (*HeT-A* + *HeT-A*), single insertion of TAS-R, or double insertion of TAS-R (TAS-R + TAS-R) from left to right. The median values relative to the control reporter are shown at the bottom. The p-values of the two-sided Wilcoxon rank-sum test are shown at the top. AU; arbitrary unit. (**F**) Histograms showing the distribution of the burst frequency during the nuclear cycle 14 stage. A total of 365 (no insertion), 340 (gypsy), 352 (*HeT-A*), 365 (*HeT-A* + *HeT-A*), 365 (TAS-R), and 349 (TAS-R + TAS-R) ventral-most nuclei, respectively, were analyzed from three independent embryos for reporter genes with no insertion of insulators, *gypsy* insulator, single insertion of *HeT-A*, double insertion of *HeT-A* (*HeT-A* + *HeT-A*), single insertion of TAS-R, or double insertion of TAS-R (TAS-R + TAS-R) from top to bottom. The p-values of the two-sided Wilcoxon rank-sum test are shown within the windows.

Considering that the Mod(mdg4)-N mutants displayed a 5–10-fold higher *HeT-A* expression in the ovary (Figure 2B), this enhancer-blocking activity of a single TAS-R or *HeT-A* was weaker than expected. Both TAS-R and *HeT-A* exist as tandem repeats in the *D. melanogaster* genome (20,29), and the pairing of insulators generally facilitates enhancer-blocking function (104). Therefore, we hypothesized that mimicking the *in vivo* tandem repeats of TAS-R and *HeT-A* may be important for assessing the enhancer-blocking activity of these sequences. To test this, we inserted TAS-R or *HeT-A* sequences on both sides of the *sna* shadow enhancer. With two copies of TAS-R (TAS-R + TAS-R), total output decreased considerably compared with wildtype and single insertion of TAS-R (Figure 5C), accompanied with significant decrease of both amplitude and duration of the transcriptional burst (Figure 5D, E). This result suggests that multiple repeats in the genome additively facilitate the enhancer-blocking activity of the TAS-R sequences. In contrast, two copies of *HeT-A* sequences bound by Mod(mdg4)-N (*HeT-A* + *HeT-A*) did not result in a significant difference in either the total output of transcription, amplitude, or duration of transcriptional burst, when compared to single *HeT-A* insertion (Figure 5C–E). These results indicate that Mod(mdg4)-N-binding TAS-R and *HeT-A* sequences are *bona fide* insulators while the effect of multiple repeats of insulator is specific to TAS-R sequences. Since enhancer-blocking function of *HeT-A* is weaker than that of TAS-R, and multiple repeats of TAS-R can result in stronger enhancer blocking activity, repetitive TAS-R has a major function in enhancer blocking activity, while *HeT-A* may assist that function.

To confirm the impact of the Mod(mdg4)-N-mediated enhancer-blocking function on TAS-R sequences, we performed luciferase assays upon loss of Mod(mdg4). Because the Mod(mdg4)-N mutant could not lay eggs and the Mod(mdg4) transcripts are maternally deposited (85), we used the OSC for further analysis. In this experiment, the TAS-R sequences were inserted on both sides of the *Tj* enhancer, and the downstream NanoLuc gene was transcribed from the DSCP. Firefly luciferase plasmids were used as internal controls (Supplementary Figure S7A). Using this reporter, we were able to determine that the insertion of the TAS-R repeats could regulate the expression of the NanoLuc reporter, consistent with live-imaging analysis (Supplementary Figure S7B). Furthermore, the KD of Mod(mdg4)-N resulted in de-silencing of the reporter activity (Supplementary Figure S7C, D), confirming that Mod(mdg4)-N was involved in the enhancer-blocking activity of TAS-R.

### RNA polymerase II is recruited to Mod(mdg4)-N binding sites

We further examined the molecular details of how Mod(mdg4)-N functions at its binding sites. Previous studies have demonstrated a link between RNA Pol II and insulation; some Pol II-enriched promoters function as enhancer-blocking elements when these sequences are inserted between the enhancer and promoter (105,106), and promoters with strong Pol II accumulation physically interact with the insulator proteins (107). Consistent with these observations, approximately half of the Mod(mdg4) peaks were on promoters (Figure 3D). It is plausible that Mod(mdg4)-N acts as an insulator by regulating the accumulation of Pol II. To analyze the relationship between Mod(mdg4)-N and promoter-proximal pausing, we first reanalyzed public data for OSC Pol II ChIP (71) using the pausing index (Supplementary Figure S8A). The pausing index is the ratio of the Pol II ChIP-seq density in the region near the TSS (±250 bp) to that in the gene body (70). The higher this index, the greater the pausing observed at the promoter. The promoters with Mod(mdg4)-N had a significantly higher pausing index than all promoters (Supplementary Figure S8B), indicating that Mod(mdg4)-N tends to bind highly to Pol II-pausing promoters. Furthermore, TAS-R is similar to *Invader4* LTR; thus, it contains core promoter sequences, specifically Initiator (Inr) (108) and downstream promoter element (DPE) (109), according to the criteria described in previous research (110) (Supplementary Figure S9A). These results indicate the involvement of the Pol II machinery in the regulation of the subtelomeric enhancer-blocking function of Mod(mdg4)-N.

We next examined how the Pol II peak changes with the Mod(mdg4)-N KD using a Pol II ChIP-seq analysis. Mod(mdg4)-N bound only to selected promoters; therefore, global changes in the Pol II ChIP-seq signals were not observed with the Mod(mdg4)-N KD. However, some Pol II peaks were significantly diminished (log_2_(fold change) < −0.1) upon Mod(mdg4)-N KD (Figure 6A, B). In contrast, almost no Pol II peaks became more pronounced upon Mod(mdg4)-N KD. We also observed that Mod(mdg4)-N ChIP-seq signals were highly enriched on these ‘Pol II Diminished Genes’ (Figure 6C), indicating that Mod(mdg4)-N had a Pol II-recruiting function at its binding site. Importantly, the TAS-R repeats at the subtelomeres were also associated with Pol II, and the KD of Mod(mdg4)-N resulted in a diminished accumulation of Pol II in this region (Figure 6D). In contrast, changes of Pol II accumulation were not observed at the *HeT-A* sites (Supplementary Figure S8C).

**Figure 6.**
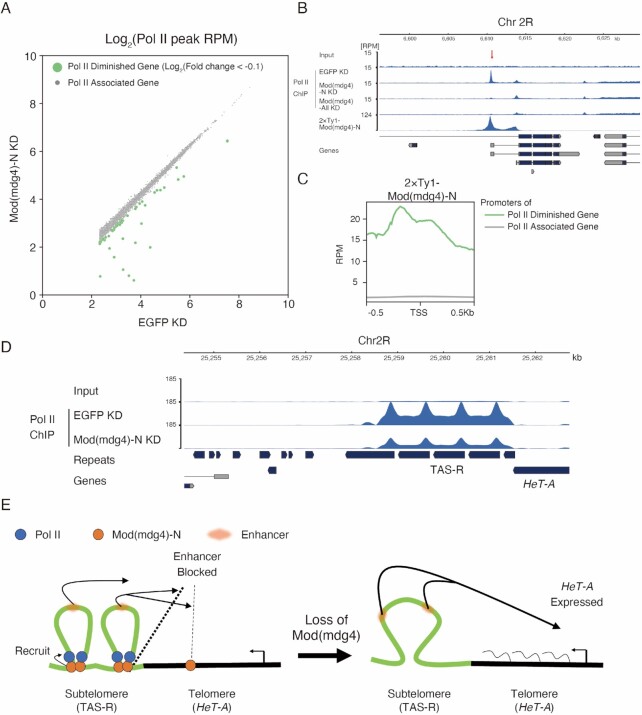
RNA polymerase II is recruited to Mod(mdg4)-N binding sites including subtelomeric TAS-R repeats. (**A**) Scatter plot of maximum peak coverage between EGFP KD (x-axis) and Mod(mdg4)-N KD (y-axis). Both the x-axis and y-axis are shown with log_2_ ratios. Peaks whose maximum values were under 5.0 at RPM in EGFP KD were removed from the analysis. Pol II-diminished genes (green) are defined as log_2_(fold changes) < −0.1, and other genes (Pol II-associated genes) whose Pol II level did not change with the Mod(mdg4)-N KD are shown with gray dots. (**B**) Coverage tracks showing examples of Mod(mdg4)-N localization and Pol II profile with EGFP KD, Mod(mdg4)-N KD, and Mod(mdg4)-all variants KD at the Pol II diminished gene locus (Chr2R:6.60Mb-6.63Mb). The lower panel indicates annotations of the transcripts from Flybase. The red arrow indicates the Pol II peak that diminished with KD of Mod(mdg4)-N or all variants. (**C**) The average profile showing enrichment of Mod(mdg4)-N ChIP-seq intensity around the Pol II peaks that diminished with the Mod(mdg4)-N KD (Pol II diminished genes; green) or the other genes (Pol II associated gene, gray). (**D**) Coverage tracks showing input and Pol II enrichment in the TAS-R regions with the EGFP KD and Mod(mdg4)-N KD. The lower panel indicates annotations of the transcripts from Flybase. (**E**) Summary of this research. Mod(mdg4)-N (orange) binds on both TAS-R and telomeric *HeT-A* retrotransposons. Mod(mdg4)-N represses enhancer activity at both TAS-R and *HeT-A*, although enhancer-blocking activity at TAS-R is stronger. Mod(mdg4)-N recruits Pol II (blue) on the subtelomeric TAS-R repeats, which assists in blocking the subtelomeric enhancer (red). Therefore, *HeT-A* is silenced in the normal state. Upon loss of Mod(mdg4)-N, enhancer-blocking activity is lost, leading to *HeT-A* expression.

This observation implies that Pol II, regulated by Mod(mdg4)-N, may play a critical role in the enhancer-blocking activity. To test this, we investigated whether the loss of the TAS-R core promoter sequence attenuates its enhancer-blocking activity in the OSC. We designed a reporter in which the *Tj* enhancer acts on the DSCP, which transcribes EGFP:P2A:BlastR, and assessed the *Tj* enhancer-blocking activity of the TAS-R mutant sequences by the EGFP intensity (Supplementary Figure S9B). This reporter vector was integrated into chromatin using the PiggyBac system (Supplementary Figure S9C). To analyze the impact of the Pol II association on the enhancer-blocking activity, we compared two TAS-R sequence mutants for the enhancer reporter assay: the first mutant was a complete deletion of the core promoter sequences, Inr and DPE, from a TAS-R sequence; the second mutant was a replacement of the Inr sequence with a random sequence (Supplementary Figure S9A). Using this reporter assay, we observed the enhancer-blocking activity of the two copies of TAS-R repeats (Supplementary Figure S9D), which is consistent with the live-imaging assay (Figure 5). Both the deletion and replacement of the TAS-R core promoter sequences resulted in an increased EGFP intensity compared with the wild-type TAS-R. This indicates that the enhancer-blocking activity weakened with the core promoter loss or replacement (Supplementary Figure S9D). Thus, Pol II recruitment to the TAS-R repeats can increase the enhancer-blocking activity, supporting the importance of Pol II recruitment to TAS-R by Mod(mdg4)-N. Altogether, we showed that a specific Mod(mdg4) variant represses the *HeT-A* retrotransposon by blocking enhancers in subtelomeric repeats, and the recruitment of Pol II can reinforce this function (Figure 6E).

## DISCUSSION

### Enhancer and insulator function of *Drosophila* subtelomeres

We have demonstrated Mod(mdg4)-N-mediated repression of *HeT-A* retrotransposon (Figures 1, 2), Mod(mdg4)-N binding at telomeric/subtelomeric regions and the existence of enhancer activity in TAS-R (Figures 3, 4), enhancer blocking activity of Mod(mdg4)-N-binding TAS-R and *HeT-A* sequences (Figure 5), and the importance of Pol II association in Mod(mdg4)-N-mediated enhancer-blocking (Figure 6). Based on these results, we propose a model in which the enhancer function of the TAS-R region is blocked by Mod(mdg4)-N, which in turn represses the expression of *HeT-A* at telomeres (Figure 6E).

We observed diminished accumulation of Pol II on TAS-R upon Mod(mdg4)-N depletion and deletion or mutation of core promoter sequences in TAS-R attenuated but did not completely abolish its insulator activity (Supplementary Figure S9). With this observation, we speculate that two mechanisms are involved in the enhancer-blocking function of Mod(mdg4)-N. The first is Pol II recruitment-dependent insulator activity (Figure 6, Supplementary Figure S9). In *Drosophila*, several insulator proteins exist, and some of these insulator proteins, including Mod(mdg4), are enriched near TSSs (89,111). Functionally, some of the insulator-binding promoters work as enhancer-blocking elements when these sequences are inserted between an enhancer and another promoter (105,106). Highly paused promoters are associated with insulator-binding sites (107), indicating that promoters can play an essential role in the insulator-mediated enhancer-blocking. Additionally, it has been proposed that regulation of chromatin conformation is important for enhancer-blocking activity (101,112). In fact, there is an example of the association of enhancer blocking activity with transcriptional regulation at promoters: M1BP is required for both Pol II recruitment and enhancer-blocking activity, and furthermore, transcriptional regulation by M1BP is coupled with chromatin conformation change (113,114). Thus, previous studies indicate a link between transcriptional machinery and enhancer-blocking activity. Taking these into account, Mod(mdg4)-N might cause chromatin conformation change mediated by transcriptional regulation at promoter sequences, which leads to enhancer-blocking activity at TAS-R. The second is the biochemical nature of insulator proteins. Mod(mdg4) has a BTB/POZ domain at its N-terminal common region, which can form multimers with both itself and a BTB/POZ domain of Trl (Trithorax-like, a.k.a. GAGA Factor) (115,116). Therefore, the homophilic nature of the Mod(mdg4) BTB/POZ domain contributes to enhancer-blocking by dynamic loop formation between different Mod(mdg4)-N associated sites (101,104).

Overall, our results indicate that Mod(mdg4)-N is necessary for *HeT-A* repression by blocking subtelomeric enhancers. Interestingly, the enhancer-like function of subtelomeres is also reported in human, and transcription of TERRA (telomeric repeat-containing RNA) is promoted by insulator protein CTCF despite telomeric sequences in human and fly being completely different (14,117). This observation shows an evolutionarily conserved principle of enhancer-like functions at subtelomeres being modulated by insulator proteins. What drives this subtelomeric convergent evolution is still an open question.

### Specificity of Mod(mdg4)-N mediated enhancer-blocking activity at subtelomeric TAS-R and *HeT-A* repeats

We showed that Mod(mdg4)-N regulates gene expression almost exclusively at subtelomere/telomere regions (Figure 4B-C). This result suggests that Mod(mdg4)-N does not regulate its associated genes, but functions in a context-dependent manner, limiting its impact to telomeric regions. Also, since TAS-R repeats are the source of enhancer-blocking activity, the role of Mod(mdg4)-N in regulating telomeric transcription is limited to the telomeric sites with TAS-R repeats.

For Mod(mdg4)-N to block the enhancer, it is essential to have Mod(mdg4) located at certain genomic regions containing both enhancer and downstream promoter. We also found that Mod(mdg4)-N is responsible for recruiting Pol II at only limited genomic regions (Figure 6A). Additionally, we showed that Mod(mod4)-N-mediated Pol II association within TAS-R plays an important role in enhancing the regulation of downstream genes (Supplementary Figure S9). Therefore, the requirement of Pol II association sites along with enhancer sites limits the enhancer-blocking activity of Mod(mdg4)-N to certain genomic locations. Another important requirement is the tandem-repeating nature of the Mod(mdg4)-N association sites. We demonstrated that multiple copies of TAS-R sites, capable of recruiting Mod(mdg4)-N, can induce an insulator function significantly stronger than that of the single copy of TAS-R (Figure 5B–F).

In summary, the key factors for inducing a strong enhancer-blocking effect, specifically at the TAS-R regions, are both the Pol II association sites within the TAS-R, capable of recruiting Pol II with the Mod(mdg4)-N association, and the highly repetitive nature of the TAS-R sequences. Overall, these results suggest that regulation on TAS-R is the major mechanism of Mod(mdg4)-mediated *HeT-A* expression, and Mod(mdg4)-N-binding *HeT-A* sequences are functional but have a minor contribution to *HeT-A* transcriptional regulation. This enhancer-blocking activity of Mod(mdg4)-N is a novel mechanism regulating *HeT-A* expression, ensuring genomic stability in *Drosophila*.

### Transcriptional regulation of telomeric retrotransposons

We showed that Mod(mdg4)-N represses *HeT-A* both *in vivo* and *in vitro* (Figures 1,2). Although Mod(mdg4) is ubiquitously expressed in the ovary (Figure 2A–E), Mod(mdg4)-N is especially important for the regulation of *HeT-A* in follicle cells where the PIWI–piRNA pathway does not target *HeT-A*. This result indicates that the Mod(mdg4)-mediated repression machinery is a compensatory mechanism for telomeric retrotransposon regulation. The PIWI–piRNA pathway directs heterochromatin formation on telomeres, and dysfunction of this pathway leads to a dramatic increase in *HeT-A* expression in the germline (38–41). Therefore, it is likely that even without Mod(mdg4)-N, the PIWI–piRNA pathway is strong enough to repress *HeT-A* expression in germline cells. The chromatin states of subtelomeres and telomeres are reported to differ among cell types, especially between germ cells and somatic cells (118). It is also possible that different chromatin states at the subtelomeres and telomeres prevent the binding of Mod(mdg4)-N in certain cell types.

We showed that subtelomeric enhancer activity is regulated by Mod(mdg4)-N associated with the subtelomeric region. This complex regulation may be due to the dynamic regulation of *HeT-A* expression in somatic cells, to enable expression of *HeT-A* under specific biological conditions. Also, this study highlights the transcriptional regulation of *HeT-A* associated with TAS-R, which harbors enhancer activity. *HeT-A* associated with TAS-L, without enhancer activity or Mod(mdg4) association, may be regulated by another mechanism. Multiple mechanisms regulating *HeT-A* are reported in a cell-type specific manner (33,36–46,119,120). We believe that future studies will elucidate interactions between these regulation mechanisms, and the biological significance of *HeT-A* being regulated by different mechanisms.

## DATA AVAILABILITY

GSE (ChIP-seq, RNA-seq): GSE176196.

Github (python Script): https://doi.org/10.5281/zenodo.7232511.

FACS rawdata: http://flowrepository.org/id/FR-FCM-Z5Y3.

## Supplementary Material

gkac1034_Supplemental_Files Click here for additional data file.

# Supplementary material for: Mod(mdg4) variants repress telomeric retrotransposon HeT-A by blocking subtelomeric enhancers
**Source:** Nucleic Acids Res. 2022 Nov 14;50(20):11580–99. doi: 10.1093/nar/gkac1034

## Supplemental figure legends

### Fig. S1 *HeT-A* is not repressed by heterochromatin-dependent mechanisms

- A. Relative expression calculated from RNA-seq reads mapped to *mdg1* and *HeT-A* upon EGFP (control), piwi, or H1 KD. Read counts are normalized by reads per million (RPM) and the expression level at EGFP KD as 1.
- B. Coverage tracks showing results of H3K9me3 ChIP-seq (blue) and its input (black line) mapped onto the consensus sequence of *mdg1* and *HeT-A* from rebase. Coverages are normalized by counts per mapped million reads.
- C. Bar plot showing relative expression of each Mod(mdg4) variant in OSC as revealed by EGFP-KD RNA-seq. Variants G and L have no unique sequence and are therefore excluded. The names of variants tested in the siRNA KD screen (Fig. 1E) are indicated with orange.
- D-F. Western blotting shows the specificity of the antibodies used in this study. Antibodies against Mod(mdg4) variant N (D), Mod(mdg4) common region (E) and HeT-A Gag (F) were used. We checked the specificity of antibody by KD of endogenous Mod(mdg4) in OSC (D,E). Because HeT-A Gag protein is not expressed in normal conditions, we checked the specificity of antibody by comparing no vector control, Myc-EGFP or Myc-EGFP-Gag protein overexpression (F) in OSC. Tubulin is detected as a loading control for each experiment. Note that left and right panel uses the same lysate for the western blot, and therefore, there is only one tubulin control for these two gels. Molecular weight (MW) is indicated at the left of each image.

### Fig. S2 Source images of Western blots

- A-C. Source images of western blots of Fig. 1F. Experiments were performed with indicated antibodies; (A) Het-A Gag antibody, (B,C) Mod(mdg4)-N antibody (left), Mod (mdg4) common region antibody (right), beta-tubulin antibody (lower). The letters above images indicate experiment samples: (1) Myc-EGFP-Het-A Gag overexpression (o/e), (2) Myc-EGFP o/e, (3) EGFP KD, (4) Mod(mdg4)-N KD, (5) Mod(mdg4)-All KD. (C) is the long exposure of (B). Myc-EGFP-Het-A Gag o/e samples were used as positive controls.
- D-F. Source images of western blots of Fig. 2A. Experiments were performed with indicated antibodies; (D-E) Mod (mdg4) common region antibody(left), Het-A Gag antibody (right), beta-tubulin antibody (lower). (F) Het-A Gag antibody (left), Mod (mdg4)-N antibody (right), beta-tubulin antibody (lower). The letters above images indicate experiment samples: (1) Myc-EGFP-Het-A Gag overexpression (o/e) 1/50 dilution, (2) Myc-EGFP o/e 1/50 dilution, (3) Wildtype (OregonR), (4) Mod(mdg4)<sup>RNI-2/RNI-4</sup>. (E) is the long exposure of (D). Myc-EGFP-Het-A Gag o/e samples were used as positive controls.

### Fig. S3 Genes regulated in Mod(mdg4)-N mutants

- A. Fly strain (*Mod(mdg4)* *RN1-2* and *RN1-4*) used in this study. The result of sanger sequencing of *Mod(mdg4)* *RN1-2* heterozygote is shown in upper panel. Their sequences are indicated below. *Mod(mdg4)* *RN1-2* and *RN1-4* have two or four base pairs missing from their variant-specific exon.
- B. Western blotting showing protein levels of HeT-A Gag, *Mod(mdg4)*-N, total *Mod(mdg4)* and tubulin (loading control) in ovaries of *+/+* wildtype (OregonR) and homozygous *Mod(mdg4)* *RN1-2/RN1-2* (left) or *Mod(mdg4)* *RN1-4/RN1-4* (right) mutant. Molecular weight (MW) is indicated at the left of each image.
- C. Bar plot showing *HeT-A* expression measured by RT-qPCR. y-axis is normalized by *RP49* (n=6 for WT or *Mod(mdg4)* *RN1-2/RN1-2* and n=5 for *Mod(mdg4)* *RN1-4/RN1-4*). Average of WT ovary is normalized as 1. Each dot indicates values obtained from different experiments.
- D. Bar plot showing results of crossbreeding experiments with indicated genotypes of female flies and wild-type (OregonR) male flies. *RN1-2* and *RN1-4* indicate lines bearing *Mod(mdg4)*-N variant-specific mutants (Fig. S3A). The y-axis represents the eggs per fly for 3 h. Each dot indicates the value obtained from different experiments. Asterisks indicate  $p < 0.05$  in the two-sided t-test.
- E. Stereomicroscopic images of ovaries with the indicated genotypes (left: *Mod(mdg4)* *RN1-2/RN1-4*, right: *Mod(mdg4)* *RN1-4/+*). The white bar indicates 2 mm.
- F. Immunostaining images of egg chambers from *Mod(mdg4)* *RN1-2/RN1-4* (left) and *Mod(mdg4)* *RN1-4/+* (right) mutant flies. Ovaries were stained with Orb (magenta) and DAPI (blue). White bars indicate 100  $\mu$ m.
- G. Confocal images of egg chambers from *Mod(mdg4)* *RN1-2/RN1-4* (left) and *Mod(mdg4)* *RN1-4/+* (right) mutant flies in a low-power field (10 $\times$ ). The upper panels are images of DAPI staining, and the lower panels are bright-field images. Black arrows indicate multiple late-stage egg chambers that remain in the ovaries.
- H. MA plot of TPM values (log<sub>10</sub> scale) for mRNA in the *Mod(mdg4)* *RN1-2/RN1-2* versus WT (*y<sup>1w1118</sup>*) ovaries (n=3 for each condition). Differentially expressed genes (DEGs) are shown as red dots.
- I. Gene ontology analysis of up-regulated (upper panel) and down-regulated (lower panel) genes in *Mod(mdg4)* *RN1-2/RN1-2* mutant ovaries. 

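Across the 7934 genes tested between mutant and wild-type ovaries, 90.9% had less than a 2-fold difference, and 724 genes differed by 2-fold or more, of which 325 were DEGs. At a log2 fold change beyond 1 in size, 482 genes were higher and 242 were lower in the mutant. The smallest absolute log2 fold change of a DEG was 0.25. The gene mod(mdg4) was at 782 ± 132 CPM (SD, n = 3) in the wild type and 584 ± 109 CPM in the mutant, a log2 fold change of -0.42 (SE 0.18, adjusted p = 0.13). It was a DEG with the replicate number as a block (adjusted p = 0.020) and in none of the other settings fitted for single genes, whose adjusted p reached 0.30.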

Bar plots indicates -log<sub>10</sub>(FDR) value of each gene ontology.

#### **Fig S4 *Mod(mdg4)* is not associated with TAS-L repeats**

- A. Western blotting using Ty1-tag antibody showing exogenous expression of 2 $\times$ Ty1-tagged *Mod(mdg4)*-AF, N, V or T in OSC. Tubulin was used for loading control. Molecular weight (MW) is indicated at the left of each image.

- B. Logos showing clear enrichment around ChIP-seq peaks of Mod(mdg4)-V and -AF. These motifs are identified by de novo motif discovery analysis MEME (Multiple Em for Motif Elicitation).
- C. Sequence logos of motif of Su(Hw) from OntheFly (122) and the enriched motif of 2xTy1-Mod(mdg4)-T ChIP-seq peaks (this sequence logo is the same as Fig.3E).
- D. Coverage panel showing ChIP-seq of Mod(mdg4)-N and -T on *TAS-L* region from dm6. Coverage of each ChIP-seq experiment is shown with blue. The y-axis is normalized with RPM.

### **Fig. S5 *TAS-L* is not a functional regulatory element**

- A. Coverage panel showing STARR-seq signal (purple) on the consensus sequence of *HeT-A* from repbase. The y-axis is normalized with RPM. Below coverage panel of *HeT-A*, the reading frame of HeT-A Gag protein is shown in orange, and the black arrow indicates the *HeT-A* promoter. This data is reanalysis from STARR-seq results of Arnold CD et al., 2013.
- B. Coverage panel showing STARR-seq signal (purple) for OSC and its input on *TAS-L* region from dm6. The y-axis is normalized with RPM. This data is a reanalysis from STARR-seq results of Arnold CD et al., 2013.

### **Fig. S6 Sequences used for live-imaging assay**

Coverage plot showing sequences used for live-imaging of enhancer-blocking assay. chr4: 1286805-1287803 (dm6) region is referred to as *HeT-A*, and chr2R: 25259656-25259137 (dm6) is referred to as *TAS-R* in this study. Red bars indicate the sequences used for enhancer-blocking assay. Mod(mdg4)-N ChIP-seq coverage (blue) and Repeatmasker annotations of repetitive sequences are indicated. Note that there are some mutations in cloned sequences compared with reference and precise sequences used for the assay are written in Supplemental Table 2.

### **Fig. S7 Mod(mdg4)-N directly regulates the enhancer-blocking activity of *TAS-R***

- A. Schematic representation of plasmid used for the dual-luciferase assay. In the Nanoluc (Nluc) plasmid, Nluc is transcribed from *Drosophila* synthetic core promoter (DSCP). In *TAS-R* + *TAS-R* plasmid, *TAS-R* sequences (Fig. S6, Supplemental Table 2) are inserted at both sides of the *Tj* enhancer. In the Firefly luciferase (Fluc) plasmid, Fluc is transcribed from the DSCP.
- B. Bar plot showing the result of the dual-luciferase assay. Values on x-axis are normalized relative to the average of the control plasmid. Each dot indicates values obtained from different experiments (n=4). Asterisk indicates p<0.05 in the two-sided t-test.

C. Schematic representation of plasmid used for the dual-luciferase assay. In the TAS-R + TAS-R plasmid, the *Tj* enhancer is surrounded by two copies of subtelomeric TAS-R sequences. Nanoluc is transcribed from the DSCP. In the Firefly luciferase (Fluc) plasmid, Fluc is transcribed from the DSCP.

D. Bar plot showing the result of the dual-luciferase assay. Values on x-axis are normalized relative to the average of EGFP KD. Each dot indicates values obtained from different experiments (n=4). Asterisk indicates  $p < 0.05$  in the two-sided t-test.

### **Fig. S8 Calculation of pausing index at Mod(mdg4)-N association sites**

A. Schematic diagram showing how pausing index is calculated. Pausing index is the value obtained from dividing the number of reads/kb in the promoter region (TSS  $\pm 250$  bp) by the number of reads/kb in the gene body (TSS +500 bp ~ TTS -250 bp) region.

B. Cumulative distribution plot showing pausing index of all promoters (orange) and Mod(mdg4)-N bound promoters (blue) from reanalysis from Siensi G et al, 2011. (Kolmogorov-Smirnov test  $p = 2.22 \times 10^{-11}$ ). The x-axis is  $\log_2$  ratio.

C. Coverage tracks showing input and Pol II enrichment on *HeT-A* regions upon EGFP KD or Mod(mdg4)-N KD. Below the coverage panel, the reading frame of HeT-A Gag protein is shown in orange, and the black arrow indicates the *HeT-A* promoter.

### **Fig. S9 Enhancer blocking function depends on Pol II recruiting machinery**

A. TAS-R sequence and its mutation used for experiment. Initiator (Inr) sequence (green) and downstream promoter element (DPE) sequence (blue) are indicated. Two mutants (Promoter deletion and Inr mutant) are generated from this sequence as shown (red).

B. Schematic representation of reporter gene used for assay. *Tj* enhancer is located downstream of *Drosophila* synthetic core promoter-EGFP:P2A:Blasticidin-S deaminase gene. Actin5C promoter-mCherry:P2A:Puromycin N-acetyl transferase provides a selective marker. This plasmid is inserted into the genome with *piggyBac* transposase.

C. Experimental design of assay. Reporter gene is integrated into the genome with PiggyBac transposase. Then, successfully integrated reporter is selected with puromycin. After 13 days of selection, mCherry-positive cells are sorted and EGFP-intensity is measured with FACS.

D. Violin plot showing the results of normalized EGFP intensity of no insertion control, downstream TAS-R with wild-type TAS-R insertion, promoter deletion mutant or initiator mutant, from left to right. Mean and median values of EGFP intensity are shown below. The y-axis is  $\log_{10}$  ratio. An asterisk (\*) indicates the hypothesis that these two distributions are from same population is rejected at  $p = 0.01$  significant level with Brunner-Munzel test.

### **Supplemental Video 1**

Live imaging of MS2-yellow-sna shadow enhancer reporter with no insertion of insulators (WT), single insertion of *gypsy* insulator, *HeT-A* sequence, or TAS-R sequence and double insertion of TAS-R sequence from left to right during nc14. The maximum projected images of MCP-GFP and His2Av-mRFP are shown in green and red, respectively. Images are oriented with ventral view facing up.

### **Supplemental Video 2**

Live imaging of MS2-yellow-sna shadow enhancer reporter with no insertion of insulators (left) and double insertion of *HeT-A* sequence (right) during nc14. The maximum projected images of MCP-GFP and His2Av-mRFP are shown in green and red, respectively. Images are oriented with ventral view facing up.

### **Supplemental Table 1**

Primers and siRNAs used in this study

### **Supplemental Table 2**

Sequences used for reporter assays

### **Supplemental Table 3**

The list of differentially expressed genes in Mod(mdg4)-N mutant compared with Wild-type( $y^1 w^{1118}$ ) ovaries.

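The table lists, for each gene called between wild-type and mutant ovaries, the log2 fold change, the average log2 CPM, the F statistic, the p-value and the FDR, and the paper's list holds 1416 genes. Of these, 1384 were also among the 1438 DEGs called here from the deposited counts, and all 1384 had the same sign. The filter on low counts, the form of the test and the absence of a fold change threshold were chosen from this list, so the overlap is not independent of it. The absolute difference in log2 fold change between the list and the values here had a median of 0.01 and was 0.19 at most. Of the other genes in the paper's list, 28 did not pass the filter on low counts used here and 4 were tested with an adjusted p of at most 0.052. The list holds 30 genes for cytoplasmic ribosomal proteins with a negative log2 fold change, and all 30 were lower here. It holds 29 genes for mitochondrial ribosomal proteins with a positive value, and all 29 were higher here. The same table gives CG9628 and 5-HT2A for Mod(mdg4)-N KD in OSCs, and the paper's log2 fold changes of -3.41 and -2.39 differ from the values here by less than their SE.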

### **Supplemental Table 4**

RNA-FISH probes used in this study

Figure S1

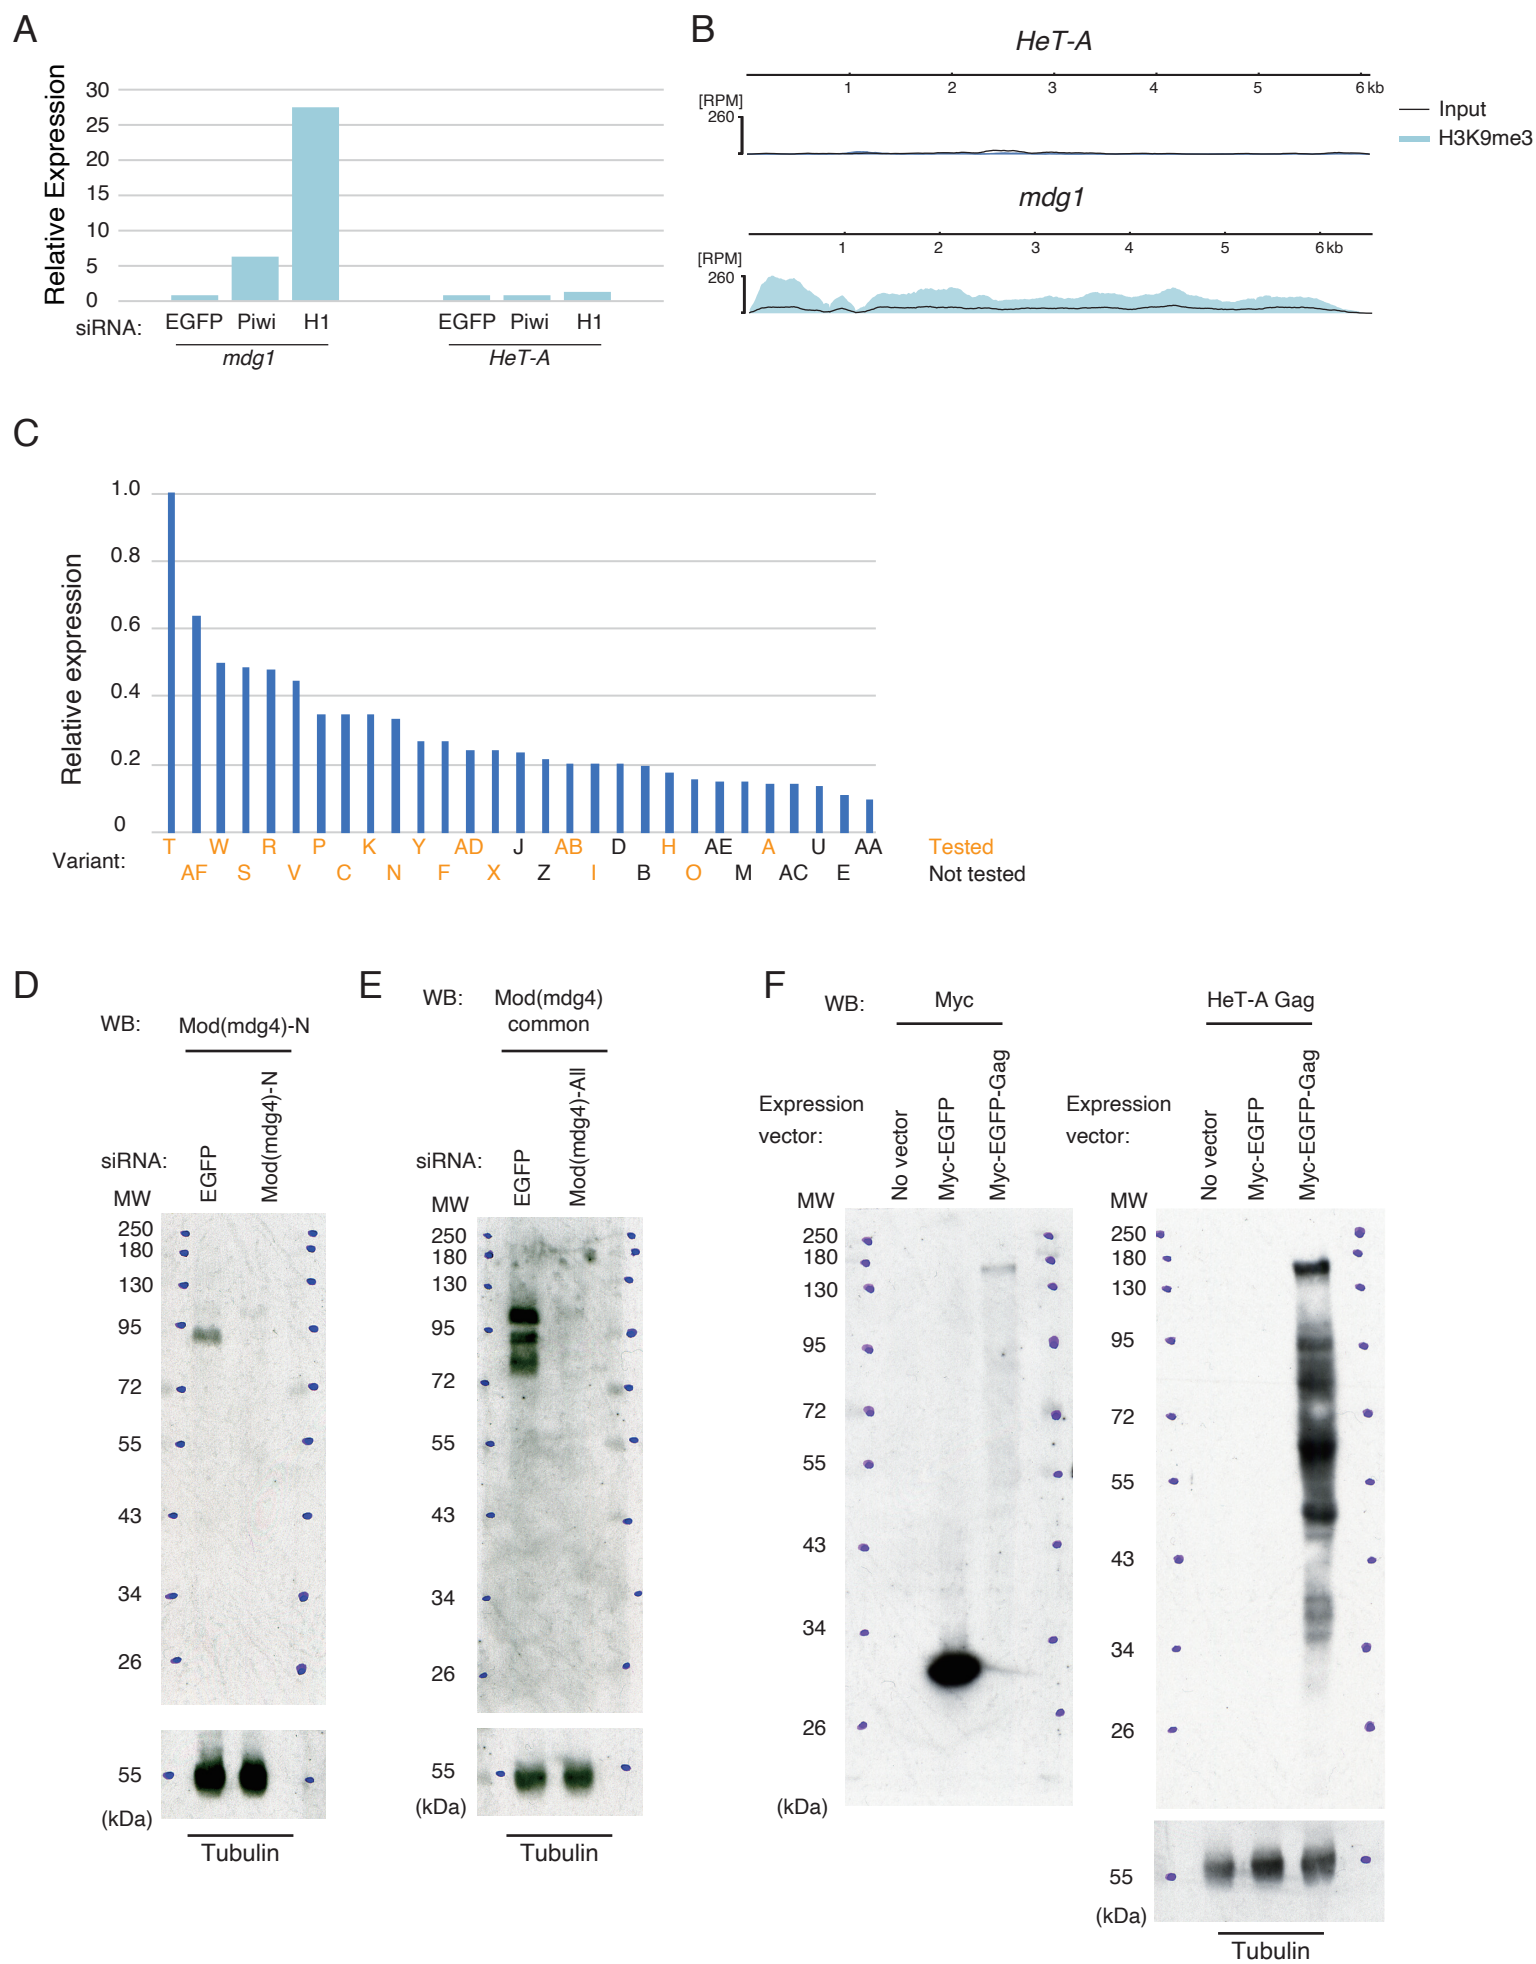

Figure S2

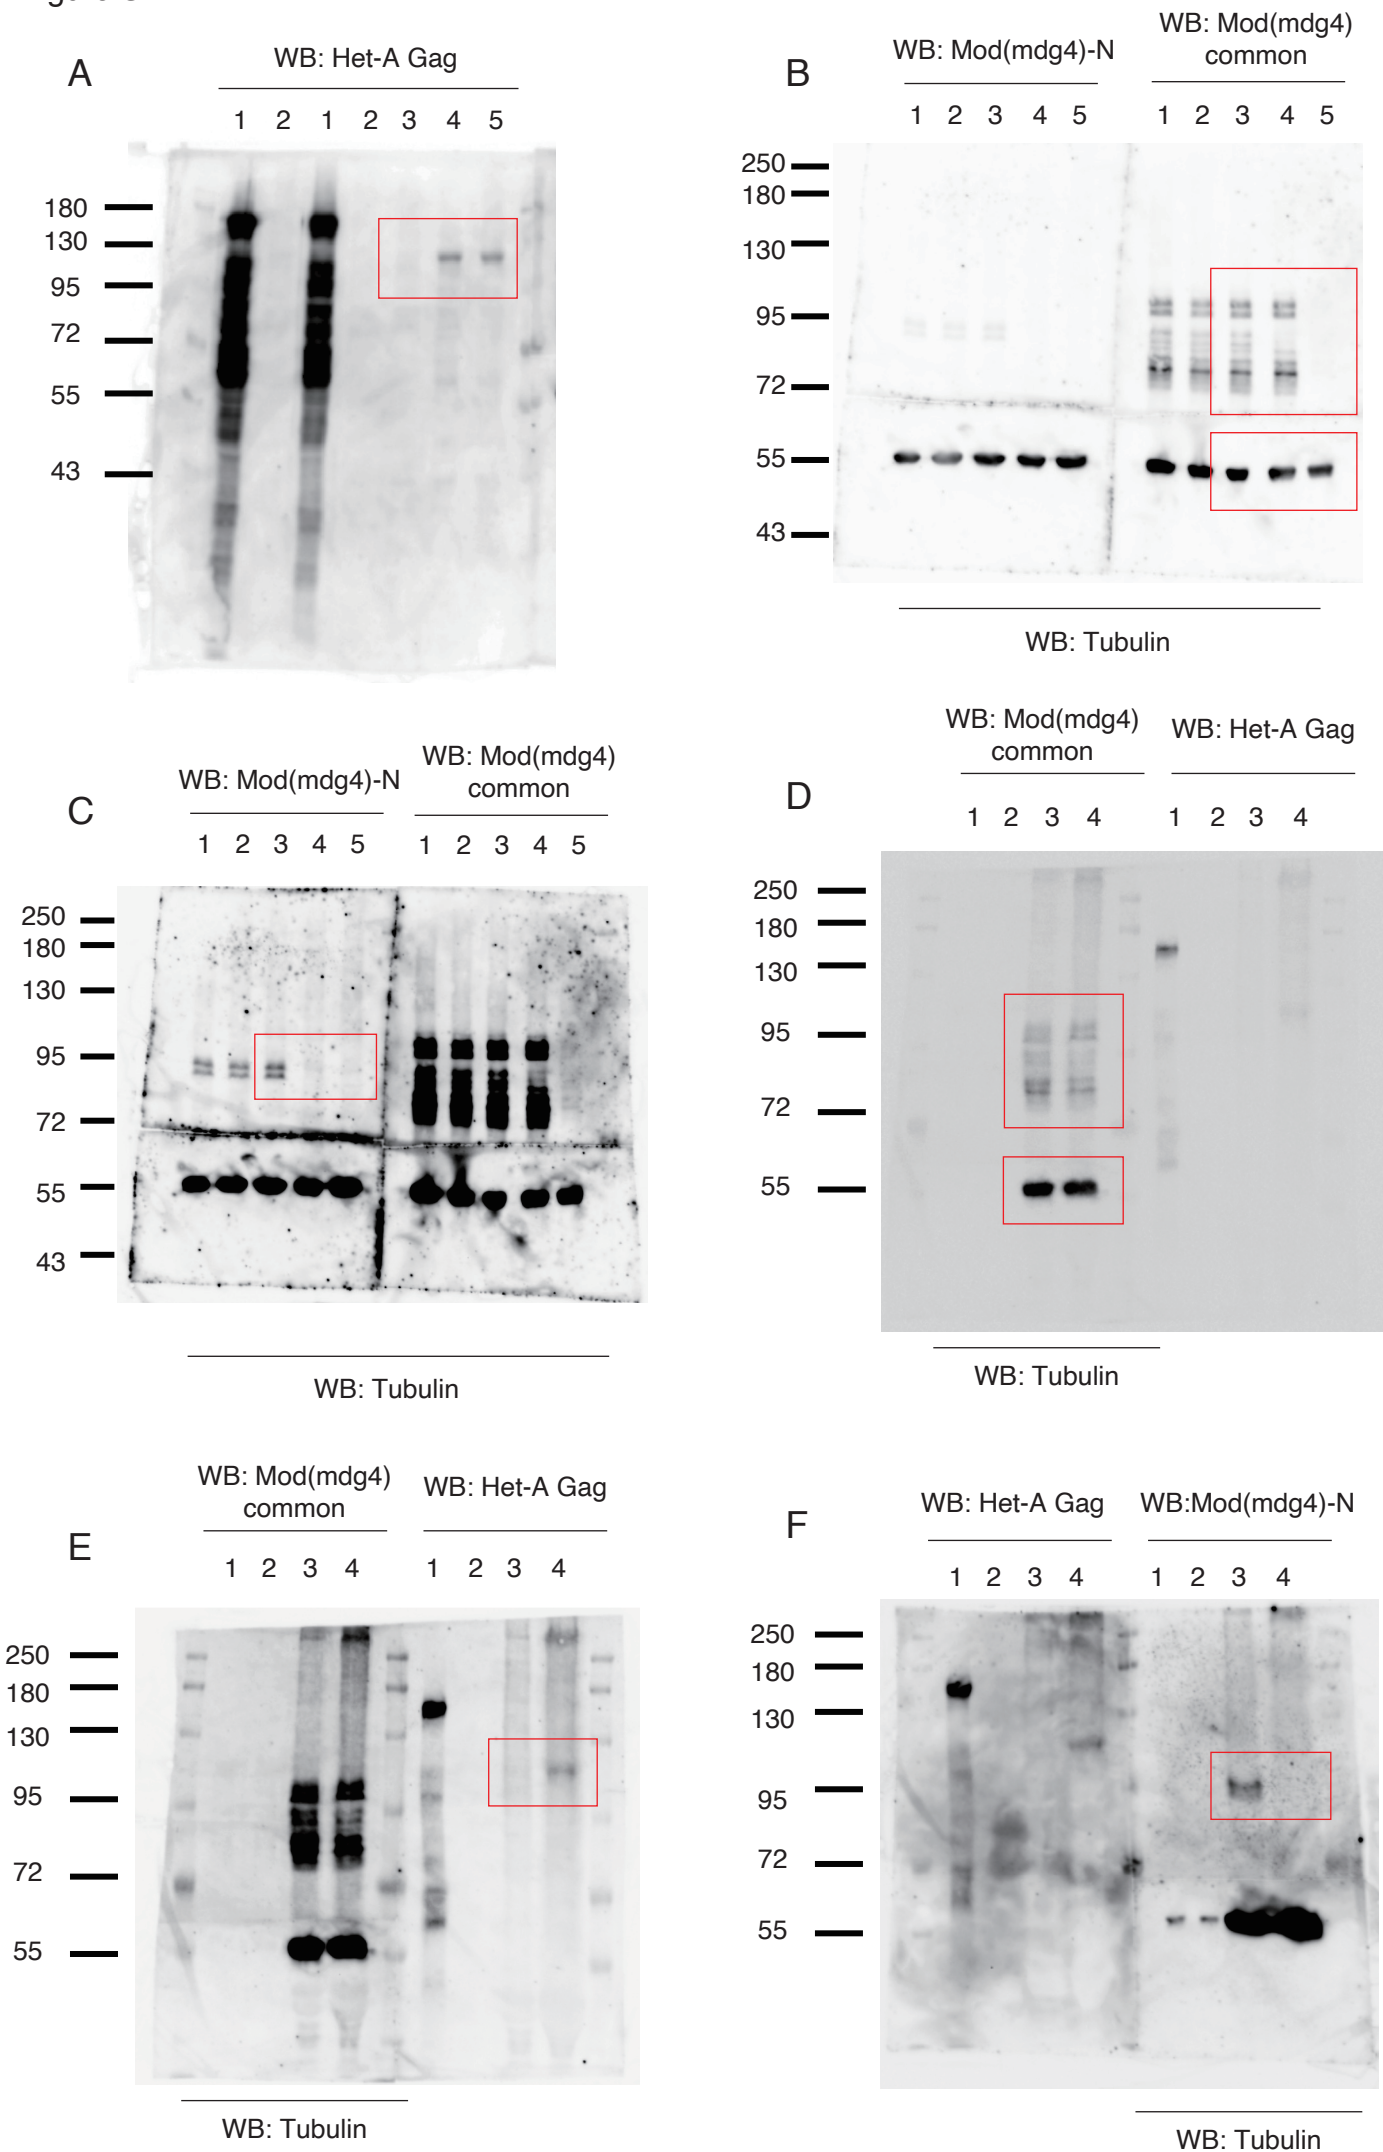

Figure S3

A

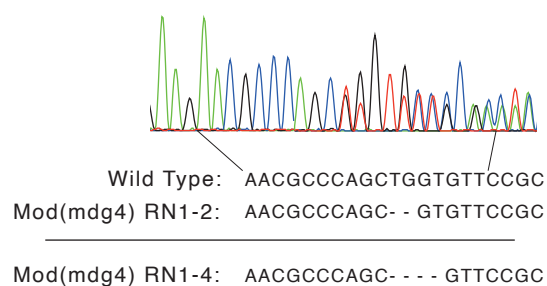

B

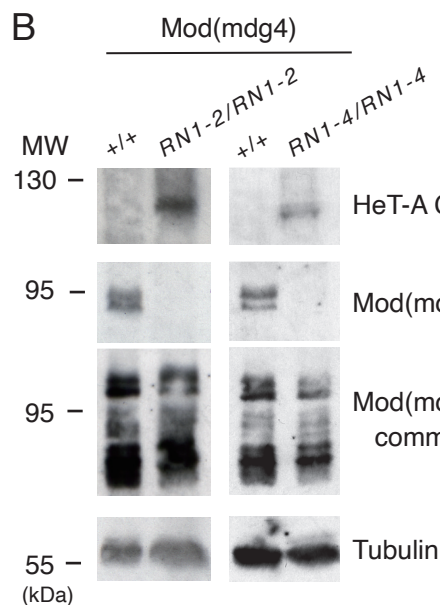

C

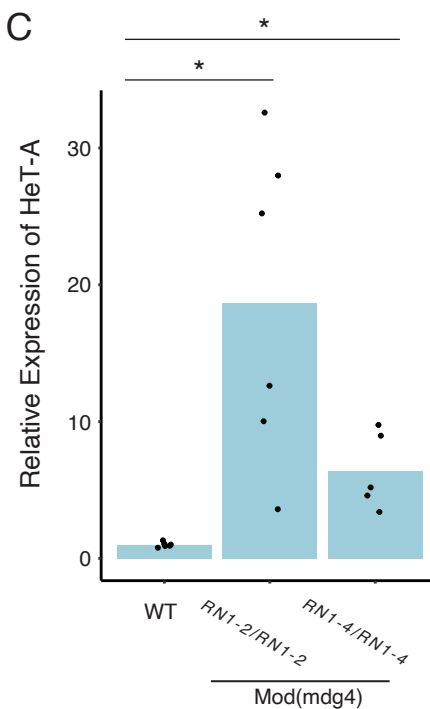

D

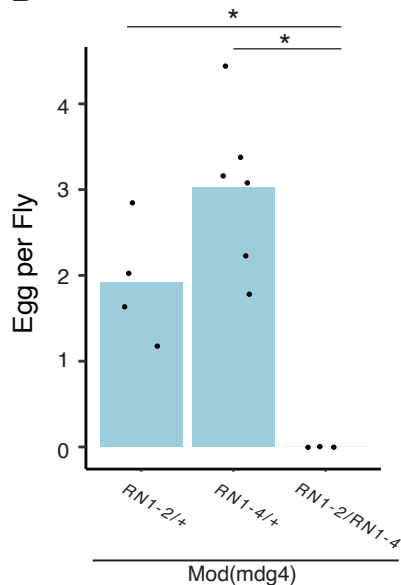

E

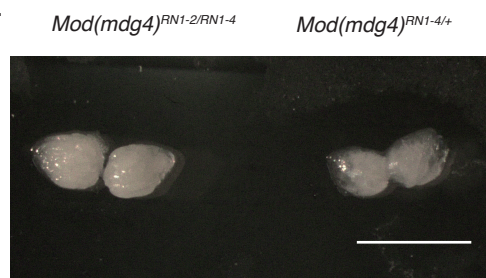

F

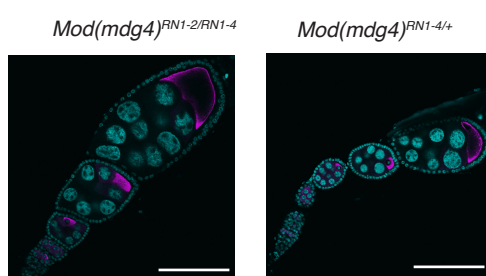

G

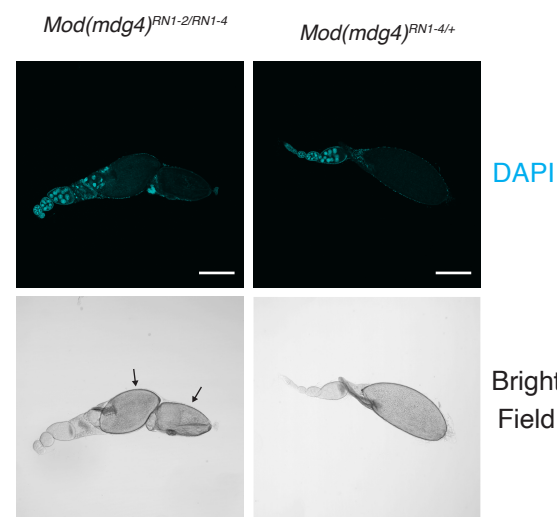

H

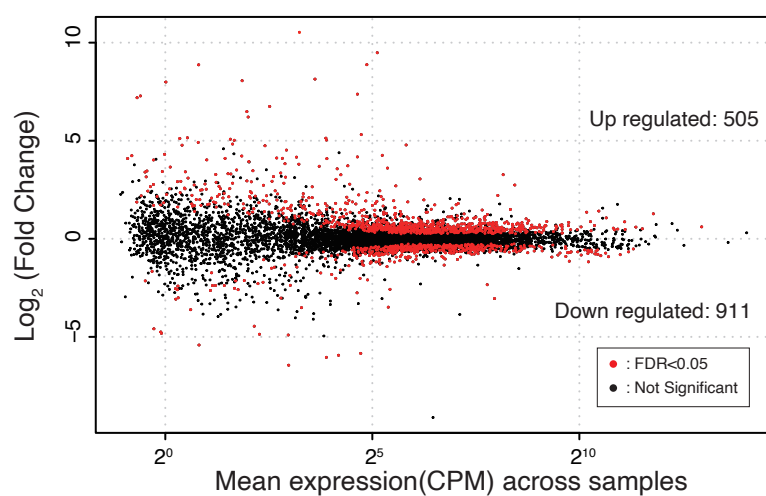

I

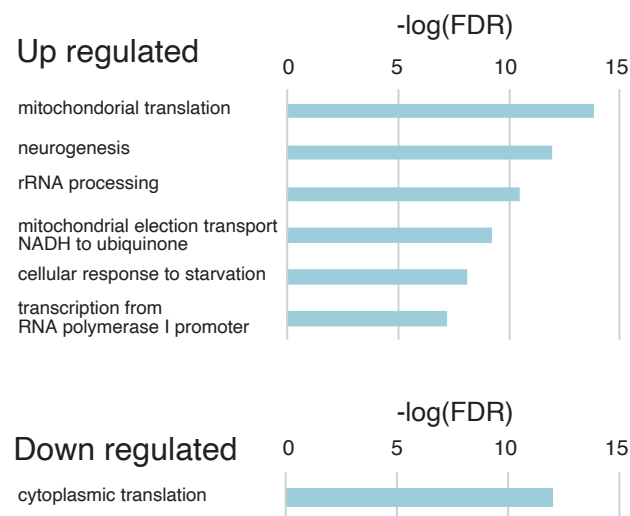

Figure S4

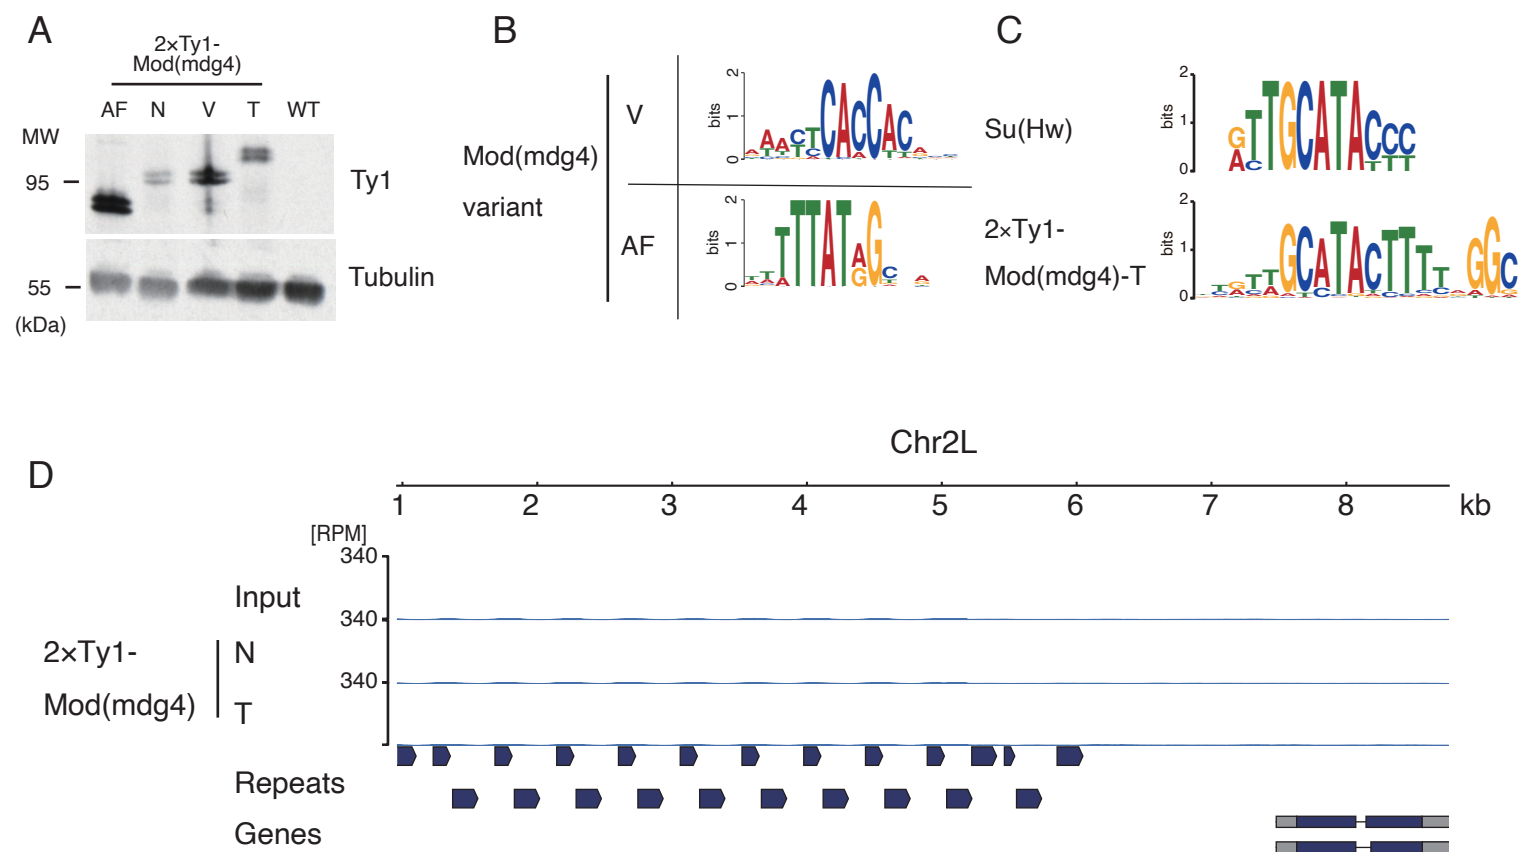

Figure S5

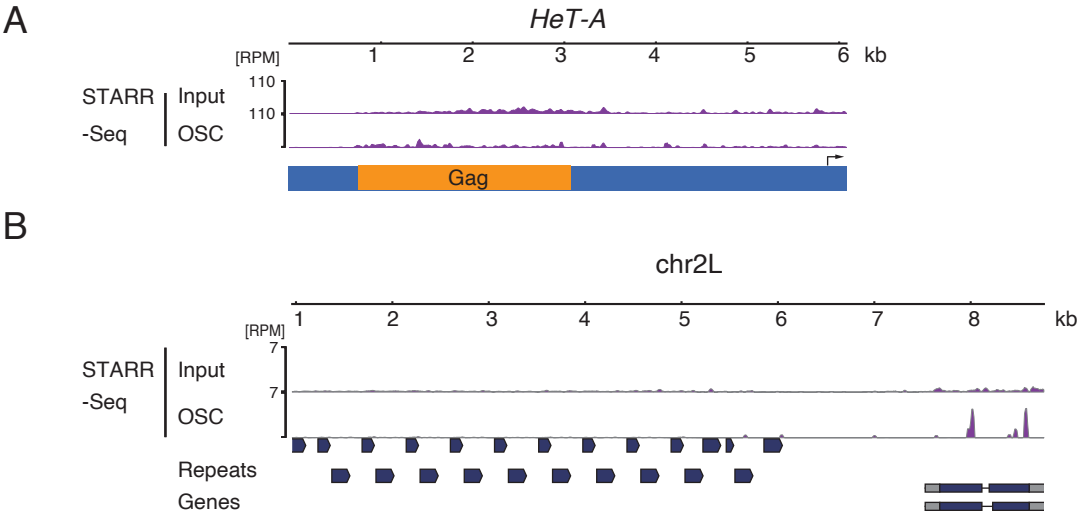

Figure S6

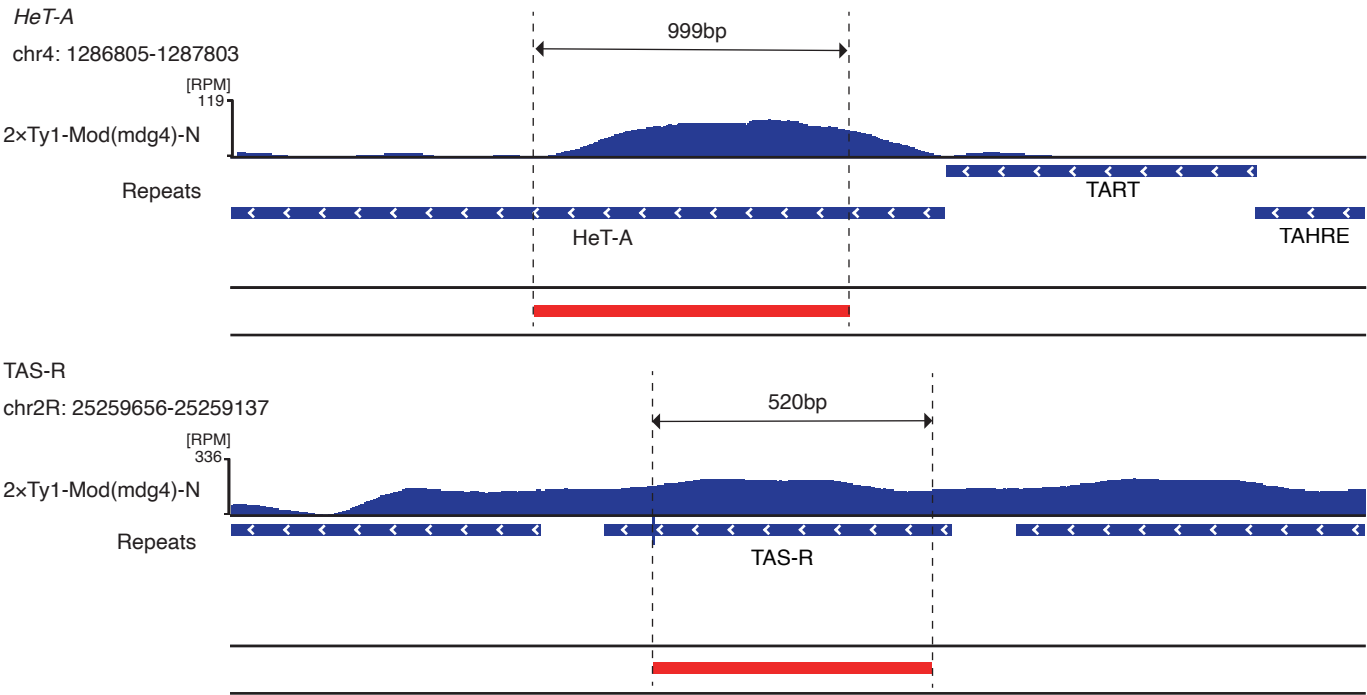

Figure S7

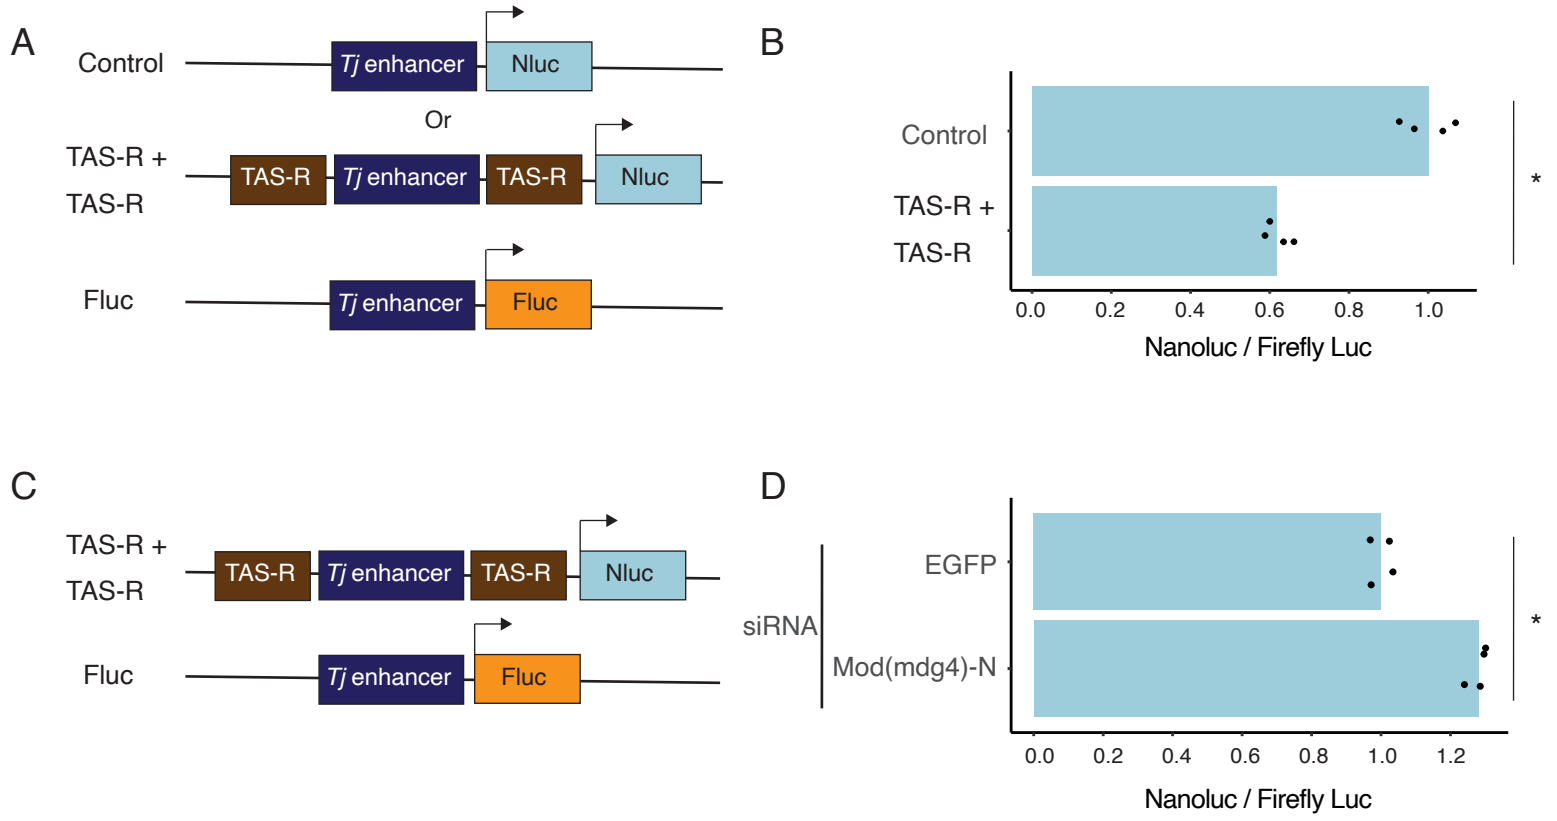

Figure S8

A

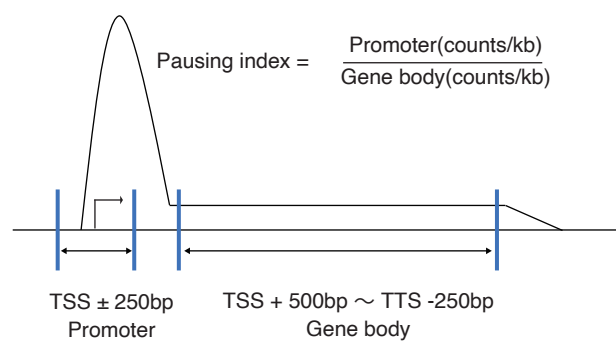

B

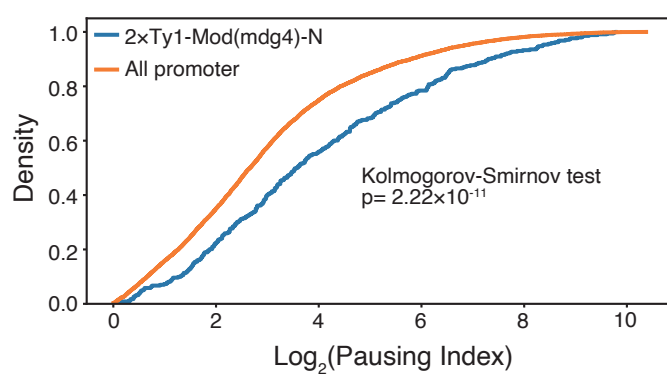

C

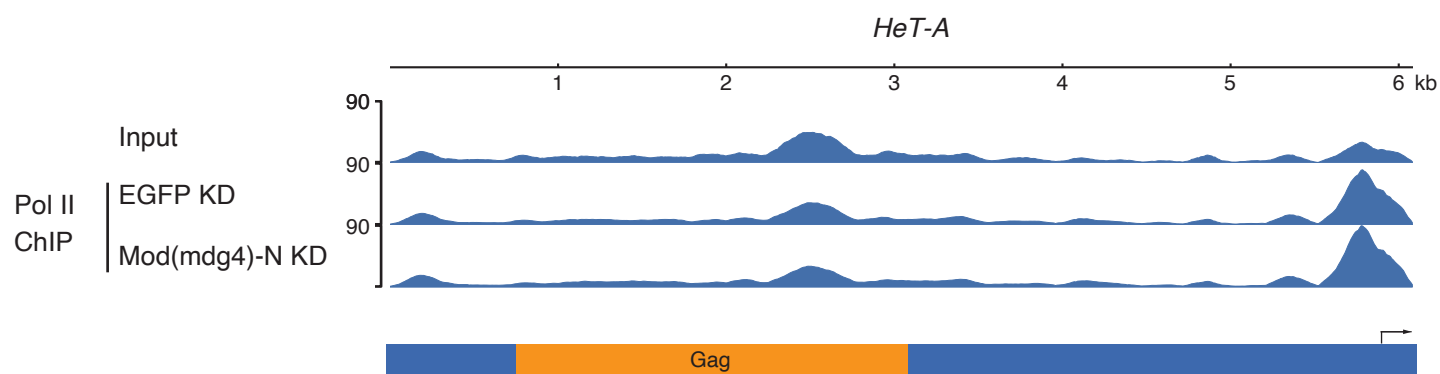

Figure S9

A TAS-R sequence: dm6 chr2R:25259269-25259656

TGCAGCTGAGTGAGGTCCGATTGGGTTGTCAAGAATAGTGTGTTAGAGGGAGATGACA  
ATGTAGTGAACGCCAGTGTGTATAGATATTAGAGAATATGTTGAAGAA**GGGAAAT**GTAA  
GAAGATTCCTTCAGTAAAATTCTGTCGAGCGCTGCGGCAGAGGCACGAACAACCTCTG  
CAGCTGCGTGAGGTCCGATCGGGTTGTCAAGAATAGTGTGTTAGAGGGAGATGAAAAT  
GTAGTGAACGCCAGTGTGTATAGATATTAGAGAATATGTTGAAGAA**GGGAAAT**GTAAAG  
AGATCCCT**TCA**GTCAAGTTTGAAT**GGTCGTG**TTGAT**TCGGTAC**TTGCTGCGCGCCGCAC  
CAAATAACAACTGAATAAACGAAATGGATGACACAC

- 1. Promoter deletion
- 2. Inr mutant

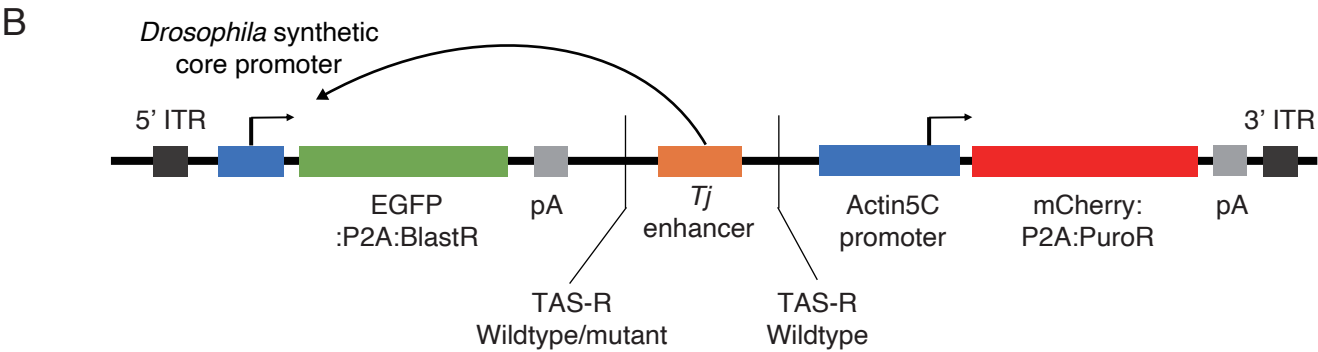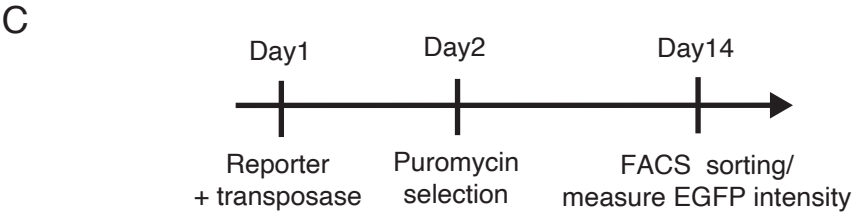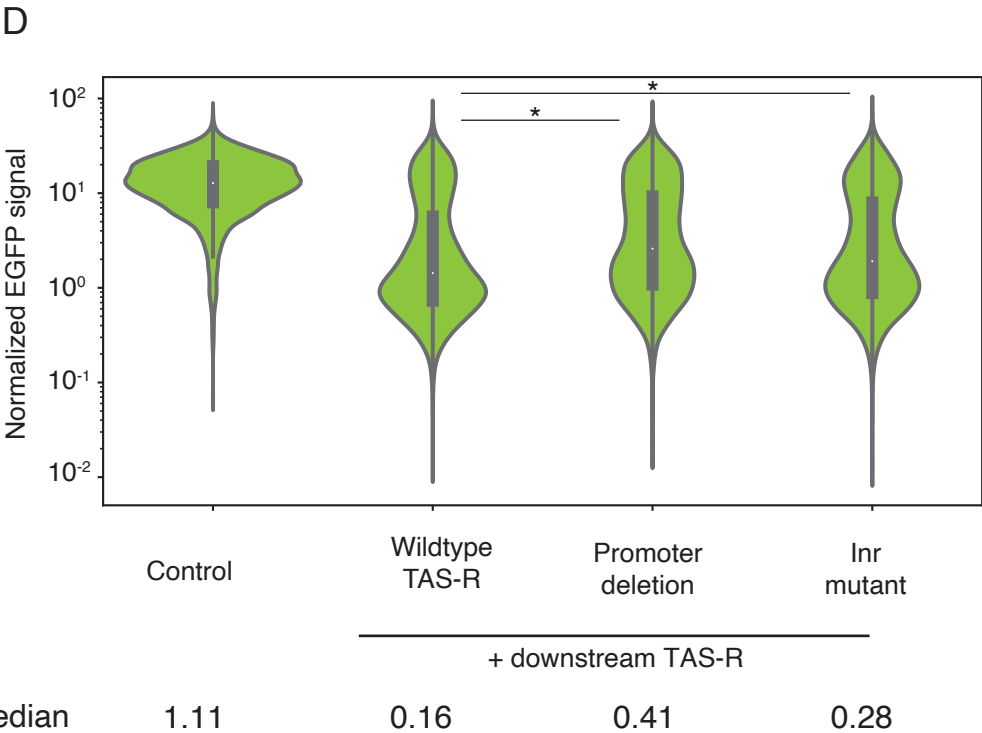

**Supplement:** gkac1034_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

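Gene expression was compared in 12 mRNA-seq libraries: 3 of wild-type ovaries, 3 of Mod(mdg4)-N mutant ovaries, and 2 each of OSCs with EGFP KD, Mod(mdg4)-N KD and Mod(mdg4)-All KD. The ChIP-seq and Micro-C samples of the study, the transposon counts, and the imaging and reporter experiments were not analysed here.

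The authors mapped paired-end reads of poly(A)+ RNA from a stranded kit to dm6 with RSEM and STAR and deposited a table per library. Each table gives expected counts, which the authors left without normalization for depth or length, and TPM (transcript abundance that the authors' RSEM run scaled to the same sum in every library). The tables the authors deposited also hold other columns, the length and effective length of each gene in bases. The annotation release, the versions of RSEM and STAR, and a filter on genes are not stated in the paper's text. Expected counts were rounded to whole numbers for the count models.

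Total counts per library were between 13728168 and 20244538. A count of 3 was taken as the smallest that a library can show, and where all libraries of a group were at or under it, the fold change is given as a lower bound against it. Intervals and limits of this kind cover counting error only. Libraries of a group were checked against each other with a chi-square statistic over genes with at least 10 counts per pair, which was between 6.91 and 87.4 per degree of freedom, so no library was a copy of another of its group. Libraries of different groups were not compared in this way.

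Symbols, coordinates and biotypes came from the Ensembl annotation 115 of Release 6 (BDGP 6.54). The locus that the paper gives in dm6 coordinates lies within mod(mdg4) in this annotation. All coordinates are 1-based.

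Groups were compared with edgeR 4.0.16 in R 4.3.3. Genes with CPM above 1 in at least 3 ovary libraries or 2 OSC libraries were kept, library sizes were normalized by TMM, and the quasi-likelihood F test was run with the algorithm used before edgeR's version 4 (legacy setting). DEGs had a Benjamini-Hochberg adjusted p under 0.05 with no fold change threshold. The standard error of a log2 fold change was its size divided by the square root of F. The comparisons were mutant against wild type in ovary, each knockdown against EGFP KD, Mod(mdg4)-All KD against Mod(mdg4)-N KD, and the difference of the effect of Mod(mdg4)-N loss between ovary and OSC, tested as an interaction over 10 libraries. Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01 and with Fisher's exact test. The cytoplasmic and mitochondrial ribosomal protein sets were taken by symbol. CPM of mod(mdg4), CG9628 and 5-HT2A in OSC were normalized over the 6 OSC libraries, and those of other single genes over the libraries of the 2 groups compared.

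The filter, the tests, the alternatives and the rule for naming genes were chosen before the deposited counts were examined, except where stated. The filter, the form of the test, the threshold on the adjusted p and the absence of a fold change threshold were chosen from the paper's own list of DEGs (Supplemental Table 3), which came from the same libraries. The rule named mod(mdg4), CG9628 and 5-HT2A in every comparison. In ovary and in each OSC comparison with more than 6 DEGs, it named the 3 DEGs with the largest change in each direction whose groups did not overlap. It also named the 2 cytoplasmic ribosomal protein genes with the most negative log2 fold change among DEGs. The precursor gene of variant N was picked later, as the targeted variant.

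Alternatives were RLE size factors, DESeq2 1.42.0, limma-voom, the newer edgeR algorithm, edgeR's automatic filter (filterByExpr), no filter, the replicate number as a block, all 3 OSC groups in a single fit, each replicate left out in turn, and, for gene sets, log2 of TPM plus 1. Not every alternative was fitted for every result. Single genes were refitted with RLE size factors, DESeq2, limma-voom, the newer edgeR algorithm, the block and each replicate left out. The ribosomal protein sets in ovary were refitted with RLE size factors, filterByExpr, the block, each replicate left out and log2 of TPM plus 1. A block that pairs differently numbered replicates, an inter-gene correlation estimated without and with the block, the tests of ribosomal protein genes in OSC, and the test of genes near the ends of 2R and 3R alone were added after results were seen. Whether replicate numbers are matched across groups is not stated, so the correlation of same-numbered libraries was computed.

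The test was checked on simulated data with 200 genes changed 2-fold at the depth and dispersion trend of the libraries. The simulation had no spread of dispersion between genes of like expression, which can raise the recovery. The test called 64.6% of those tested in the ovary design, 89.6% in the OSC Mod(mdg4)-N KD design and 86.9% in the Mod(mdg4)-All KD design, with 5, 12 and 13 false calls. The test of the difference between ovary and OSC called 12.4% of genes changed in ovary alone, with 0 false calls.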

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

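The tests of the Mod(mdg4)-All KD for neighbouring genes, shared reads and the direct comparison of the knockdowns, and all tests of the ribosomal protein genes in OSC against ovary, were chosen only after the result was seen.

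RNA-seq of OSCs with knockdown of all Mod(mdg4) variants is among the deposited data, and the paper does not report on it. Against EGFP KD, 89 of 8126 tested genes were DEGs, 24 higher and 65 lower, and 1048 had an unadjusted p under 0.05. In the direct comparison with Mod(mdg4)-N KD, 93 of 8118 genes were DEGs (25 higher, 68 lower), and 68 of the 89 were called there too. Both CG9628 and 5-HT2A were among the 89, and 61 of the 86 that were also tested in the comparison of Mod(mdg4)-N KD with EGFP KD had the same sign there. Both comparisons use the same EGFP KD libraries, whose noise alone can make signs match. The 61 genes are therefore no test of a shared effect. Expression of mod(mdg4) was 108 ± 0.923 CPM (SD, n = 2) in the Mod(mdg4)-All KD, a log2 fold change of -2.47 (SE 0.09, adjusted p = 0.00037). Same-numbered EGFP KD and Mod(mdg4)-All KD libraries had correlated deviations of 0.143 across genes, and 166 genes were called with the replicate number as a block, all 89 included.

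With the libraries thinned to the smallest total, 81 genes were DEGs, of which 79 were among the 89. Without the 10 genes with the most counts, 89 were DEGs. Neither depth nor a few abundant genes accounts for the number of DEGs. Neighbouring DEGs of the same direction were 2 pairs, CG17224 with CG17264 and Pvr with CG8086, against 0.382 pairs on average in 10000 shuffles (permutation p = 0.057), so linked neighbours were not shown to respond together. Part of the DEGs may follow from the loss of variants other than N: 93 genes differed between the knockdowns, and between 28 and 505 did in the other settings. Off-target effects of the siRNA cannot be told apart from loss of Mod(mdg4), since a single siRNA condition was sequenced per target.

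The largest changes in the Mod(mdg4)-All KD without overlap between groups were those of pre-rRNA:CR45847, CG31274 and pre-mod(mdg4)-Y upwards and CG1544, AgmNAT and Agpat2 downwards. All 3 genes that rose were at or under the limit of detection in EGFP KD. The first, pre-rRNA:CR45847, lies in rDNA and was at 22.5 ± 0.141 CPM (SD, n = 2), at least 125-fold higher (adjusted p = 0.0010). Summed over all 136 listed rRNA genes of the nuclear genome, CPM changed by 0.65 on the log2 scale, less than 2-fold, so division of reads among near-identical rDNA copies is a candidate explanation for this gene. CG31274 was at 2.04 ± 0.564 CPM, at least 11.3-fold higher (adjusted p = 0.036). For pre-mod(mdg4)-Y, at 3.66 ± 0.123 CPM and at least 20.3-fold higher (adjusted p = 0.027), the summed CPM of the 7 genes with overlapping exons had a log2 ratio of -0.62, so a different division of reads among overlapping genes is likewise a candidate explanation. CG1544 was at least 22.9-fold lower (adjusted p = 0.020). AgmNAT and Agpat2 had log2 fold changes of -6.07 (SE 0.32, adjusted p = 0.0013) and -5.74 (SE 0.58, adjusted p = 0.012). In the comparison of the knockdowns with each other, mod(mdg4) had a log2 fold change of -2.36 (SE 0.08, adjusted p = 0.00022), and the genes with the largest changes without overlap were the same except for tok in place of Agpat2; tok was at least 6.30-fold lower in the Mod(mdg4)-All KD (adjusted p = 0.049), and in the 3 settings in which it was not a DEG its adjusted p reached 0.169.

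CG9628 was lower in both knockdowns, with a log2 fold change of -3.97 (SE 0.40, adjusted p = 0.012) in the Mod(mdg4)-All KD against EGFP KD. Directly compared, the knockdowns differed by -0.56 (SE 0.52, adjusted p = 0.739). For 5-HT2A the log2 fold change was -2.89 (SE 0.22, adjusted p = 0.0059), and the knockdowns differed by -0.52 (SE 0.33, adjusted p = 0.634). The lower expression of both genes in the Mod(mdg4)-All KD could follow from the loss of variant N alone, and with 2 libraries per group a further contribution of other variants cannot be told apart.

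The effect of Mod(mdg4)-N loss differed between ovary and OSC. In the test of the difference itself, 298 of 9011 genes had an adjusted p under 0.05, 226 with a more positive change in ovary and 72 with a more negative one, and 288 of the 298 were also ovary DEGs. CG9628 and 5-HT2A were not among them: the difference was 2.22 (SE 0.52, adjusted p = 0.059) for CG9628 and -0.08 (SE 0.49, adjusted p = 0.952) for 5-HT2A. The replicate number was not a block in this test of single genes, although a block raised the number of DEGs within each tissue. How a block would change the 298 genes or these differences was not examined. With libraries thinned to the smallest total, 270 genes passed, and without the 10 most abundant genes, 301. Depth and abundant genes thus do not account for the number. A difference between the tissues could be the source of the 298 genes, and the design offers others: a mutant strain against acute knockdown, whole ovaries against 1 cell type, and replicate groups of 3 against 2. These cannot be told apart from a tissue-specific effect of Mod(mdg4)-N.

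The fall of the cytoplasmic ribosomal protein genes in ovary was not found in OSC. Their median log2 fold change was 0.06 in Mod(mdg4)-N KD (78 of 85 genes above 0) and 0.17 in Mod(mdg4)-All KD (84 of 85 genes above 0), and 0.01 and 0.05 on the scale of log2(TPM + 1). Per library, however, the mean log2 CPM of the set did not rise in both replicates of Mod(mdg4)-N KD: it was 10.41 and 10.49 against 10.42 and 10.37 in EGFP KD, and the groups overlapped. In Mod(mdg4)-All KD it was 10.63 and 10.51, above both. The difference between ovary and Mod(mdg4)-N KD had a median of -0.54, with 83 of 85 genes below 0 (a camera p of 1.1e-22). Lists of genes matched for length and expression had medians of the difference between 0.15 and 0.33 for the middle 95% of them, and the set was at percentile 0 of 10000 lists. Matched by 10 bins of expression and 5 bins of length, gene length and expression level thus do not account for the difference. A dependence on expression within a bin was not tested. After thinning the camera p was 9.7e-21, but thinning hardly moves the log2 fold changes of genes this abundant, so the difference cannot be told apart from one of depth by this test. With the correlation between ribosomal protein genes estimated from the residuals (0.905), the camera p was 0.179. It was 0.142 with the replicate number within each tissue as a block. Camera thus cannot tell the difference apart from a shared movement of these genes between single libraries. The set means per library argue against such a movement as the source only if replicate numbers are matched. Between same-numbered ovary libraries, the mutant differed from the wild type by -0.42, -0.42 and -0.58 (SD 0.089). In OSC, the mean difference of Mod(mdg4)-N KD from EGFP KD was 0.05. These values rest on 3 ovary and 2 OSC libraries per group, and whether replicate numbers are matched is not stated. Taken without pairs, the set mean lay between 10.30 and 10.61 in wild-type and between 9.72 and 10.19 in mutant ovaries. The spread within a group was thus not small beside the difference of -0.47 between the group means, so the set means do not settle the question.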

How the results depend on the processing

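Filters, normalization, test and the replicates left out were varied one at a time, and the alternatives were set before the data were examined except the estimated inter-gene correlation, without and with the block, the crossed block, the ends of 2R and 3R alone and those for ribosomal protein genes in OSC, which were chosen after results were seen. No test for this part was otherwise chosen after a result. RLE size factors, the newer edgeR algorithm and filterByExpr left every count of DEGs within 1.5 times its value.

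In ovary, DESeq2 gave 2365 DEGs, of which 1058 were lower in the mutant, and the replicate number as a block gave 2279, of which 1107 were lower. Across the 6 fits that each left out a replicate, the DEGs numbered from 158 to 1438, those higher in the mutant from 122 to 890 and those lower from 36 to 548. DEGs higher in the mutant outnumbered those lower in each of these fits. The cause was not tested.

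In Mod(mdg4)-N KD, DESeq2 gave 7 DEGs, limma-voom 1, no filter 26, the replicate number as a block 14, and all 3 OSC groups in a single fit 0, with 140 genes at an unadjusted p under 0.05. In Mod(mdg4)-All KD against EGFP KD, DESeq2 gave 230, no filter 188, the block 166 and the fit of all 3 groups 178. In Mod(mdg4)-All KD against Mod(mdg4)-N KD, DESeq2 gave 214, no filter 505 and the block 28. Same-numbered libraries of this pair had a correlation of -0.16, and the crossed block gave 257. For the difference between ovary and OSC, DESeq2 gave 860. The cause of these changes was not tested.

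The medians of both ribosomal protein sets in ovary kept their direction and side of the threshold with RLE size factors, filterByExpr, the block and log2(TPM + 1), and were from -0.59 to -0.35 for the cytoplasmic and from 0.31 to 0.44 for the mitochondrial set when each replicate was left out in turn. With the estimated inter-gene correlation the medians are by construction the same, -0.47 and 0.37 in ovary, 0.058 and 0.17 in OSC, and -0.54 for the difference, and none of these sets passed (camera p of 0.280, 0.213, 0.510, 0.430 and 0.179). With the replicate number as a block in the fit that gave the correlation, the medians were -0.47, 0.38, 0.056, 0.16 and -0.54 and the camera p was 0.240, 0.307, 0.633, 0.453 and 0.142. On the scale of log2(TPM + 1), the medians in OSC were smaller, 0.01 in Mod(mdg4)-N KD and 0.05 in Mod(mdg4)-All KD.

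For genes named singly, 31 log2 fold changes were recomputed. In fits without one replicate, 123 of 144 values kept their direction and side or stayed within an SD, 5 were no longer past the threshold, 15 moved by more than an SD and 1 changed sign: CG9628 between the knockdowns, with a log2 fold change from -1.47 to 0.022 over the fits without one replicate and the positive value without replicate 2 of the Mod(mdg4)-All KD. In the other settings 141 of 155 were the same, 11 were no longer past the threshold and 3 newly passed it.

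In OSC, 2 libraries per group give no spread when a replicate is left out, so no counts of DEGs were made there. In ovary, the recovery of 64.6% of 2-fold changes in simulated counts limits what the absence of a call shows for changes of that size, and for the difference between ovary and OSC the 12.4% recovered limits it further.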

Differences from the paper's values

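No test for this part was chosen after a result was seen. The paper's text gives 505 upregulated genes in Mod(mdg4)-N mutant ovaries, and 929 DEGs were higher in the mutant here. The paper's text gives 911 downregulated genes, and 509 were lower here. The number of upregulated genes was within 1.5 times the paper's 505 in 4 of the 13 alternatives set before the data were examined: no filter (673), and the fits without wild-type replicate 1 (556), without wild-type replicate 3 (517) and without mutant replicate 1 (587). The number of downregulated genes was within 1.5 times the paper's 911 with DESeq2 (1058) and with the replicate number as a block (1107). No single alternative was within it for both numbers. In the paper's own list of DEGs (Supplemental Table 3), 911 genes have a positive and 505 a negative log2 fold change, and the sign was the same here for all 1384 shared genes. The numbers here are therefore near those of the paper's list with the directions as signed there, and opposite in direction to its text. With filterByExpr, 1416 genes were called, the number in the paper's list, with 912 higher and 504 lower in the mutant.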

Other observations

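The tests of chromosome 3, of genes near the ends of 2R and 3R alone and with an estimated inter-gene correlation were chosen only after the result was seen. All other tests in this part were written before their results.

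For the ovary DEGs, other splits of the 6 libraries into groups of 3 were fitted. Of the 10 splits, 4 part all 3 same-numbered pairs, the real one included, and the other 6 part 1 pair and keep the others together. Among the 4 splits, 1, the real one, gave as many DEGs as the 1438, and 1 gave as many in a single direction as the 929 and 1 as many as the 509. The other 3 of them gave 0 DEGs each, with between 33 and 180 genes at an unadjusted p under 0.05, and the other 6 gave between 0 and 1 DEGs, with between 54 and 739 such genes. The real split gave 3042. The cytoplasmic ribosomal protein set had a camera p as small in 1 of the 4 splits, and the mitochondrial set in 2 of the 4, where another split gave 1.2e-14. Among the other 6 splits, 2 gave a smaller camera p for the cytoplasmic set than the 3.1e-16 of the real one, 2.5e-41 and 3.3e-58, with medians of -0.39 and -0.36; the smallest for the mitochondrial set was 3.2e-12. A small camera p of these sets at a correlation of 0.01 is therefore not particular to the genotype. With this number of splits, no share under 0.05 can be reached, so a chance division of the libraries cannot be told apart from the genotype by this count.

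With ovary libraries thinned to the smallest total, 1472 genes were DEGs, of which 1410 were among the 1438, and without the 10 genes with the most counts 1393 were DEGs. Neighbouring pairs of DEGs in the same direction numbered 107, against 96.9 on average in 10000 shuffles (permutation p = 0.15). Library depth and abundant genes thus do not account for the number of DEGs, and neighbouring genes were not shown to respond together.

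DEGs with an absolute log2 fold change above 2 were on 3L or 3R in 73 of 132 cases (55.3%), against 3346 of 7675 other tested genes (43.6%, odds ratio 1.60, Fisher's exact test, p = 0.0079). Smaller DEGs were on these arms in 47.7% of cases. The share of tested genes that were DEGs was 21.0% on 3L, 19.2% on 3R, 18.4% on X, 15.7% on 2L and 15.9% on 2R. Part of the DEGs may therefore come from variants linked to the mutant chromosome 3. In all, 684 of the 1414 DEGs on these 5 arms were on 3L or 3R.

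Of 22 genes for eggshell and yolk proteins listed before the test, 21 were tested, and 17 were higher in the mutant with a median log2 fold change of 1.06 (a camera p of 0.00015). Of them, 5 were DEGs, all higher: Vm26Aa, Vm26Ab, Vm34Ca, Yp3 and psd, which were named after their values were seen. With the inter-gene correlation estimated from the residuals, the camera p was 0.215, and 0.336 with the replicate number as a block. A different mix of egg chamber stages in the mutant ovaries could contribute to the DEGs, and whether it lowers the ribosomal protein genes was not tested. For a single ovary DEG, loss of Mod(mdg4)-N cannot be told apart from a difference in strain or in stage. Neither test shows that strain or stage accounts for the DEGs as a whole.

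Lists of genes matched to the ribosomal protein genes for length and expression had median log2 fold changes in ovary between 0.11 and 0.32 (the middle 95% of the lists) for the cytoplasmic set, which was at percentile 0 of 10000 lists. For the mitochondrial set they lay between -0.01 and 0.20, and the set was at percentile 100. The lists were matched by 10 bins of expression and 5 bins of length. At this coarse match, gene length and expression level do not account for the shift of either set. A dependence on expression within a bin was not tested.

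If the ovary DEGs followed directly from loss of Mod(mdg4)-N, they might move the same way in OSCs with Mod(mdg4)-N KD. Of the ovary DEGs higher in the mutant, 840 were tested in OSC, and 427 (50.8%) were above 0 there, with a median of 0.00 (a camera p of 0.737). Of those lower in the mutant, 481 were tested, and 247 (51.4%) were below 0 (a camera p of 0.747). A fall of the cytoplasmic ribosomal protein genes was not found in OSC either: 78 of 85 genes were above 0 (a camera p of 5.2e-05, and 0.510 with the estimated inter-gene correlation), while their mean per library overlapped between the groups. No movement of the ovary DEGs in the same direction was found in OSC.

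In ovary, CG9628 was at 20.8 ± 3.03 CPM (SD, n = 3) in the wild type and 9.16 ± 3.92 CPM in the mutant, a log2 fold change of -1.18 (SE 0.35, adjusted p = 0.061). Across its alternatives the adjusted p was between 0.0073 and 0.144, and it was a DEG with DESeq2 and with limma-voom. In ovary 5-HT2A did not pass the filter on low counts. It was at 0.508 ± 0.316 CPM (SD, n = 3) in the wild type and at or under the limit of detection in each mutant library, at least 3.2-fold lower by the wild-type mean. Its counts were 14, 4 and 8 in the wild type and 0, 3 and 2 in the mutant. The wild type thus lay near the limit too, and a fall in ovary was not tested.

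To ask whether Mod(mdg4)-N affects genes near subtelomeres, the 42 tested genes within 200 kb of the telomeric end of X, 2L, 2R, 3L or 3R were compared with all other genes in Mod(mdg4)-N KD. Their median log2 fold change was 0.02, with 25 of 42 above 0 (a camera p of 0.716). Within 100 kb and 500 kb, the camera p was 0.841 and 0.957. Of the 42 genes, 31 lie at the ends of 2L and 3L, where the paper places TAS-L, which Mod(mdg4)-N does not bind, so they are not expected to show such an effect. Near the ends of 2R and 3R, where the paper places TAS-R, 7 genes were tested within 200 kb, with a median of 0.00 and 4 above 0 (a camera p of 0.964), and 64 within 500 kb (a camera p of 0.760). With 7 genes, whether an effect reaches the genes next to TAS-R cannot be told. HeT-A itself is not among the genes of the count tables used here.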
